# Toxicity assessment of hexafluoropropylene oxide-dimer acid on morphology, heart physiology, and gene expression during zebrafish (*Danio rerio*) development

**DOI:** 10.1007/s11356-022-24542-z

**Published:** 2022-12-03

**Authors:** Sylvia Gong, Flannery McLamb, Damian Shea, Jeanne P. Vu, Miguel F. Vasquez, Zuying Feng, Kesten Bozinovic, Ken K. Hirata, Richard M. Gersberg, Goran Bozinovic

**Keywords:** Embryology, *Danio rerio*, Gene expression, Toxicology, HFPO-DA, RNA sequencing

## Abstract

Hexafluoropropylene oxide-dimer acid (HFPO-DA) is one of the emerging replacements for the “forever” carcinogenic and toxic long-chain PFAS. HFPO-DA is a polymerization aid used for manufacturing fluoropolymers, whose global distribution and undetermined toxic properties are a concern regarding human and ecological health. To assess embryotoxic potential, zebrafish embryos were exposed to HFPO-DA at concentrations of 0.5–20,000 mg/L at 24-, 48-, and 72-h post-fertilization (hpf). Heart rate increased significantly in embryos exposed to 2 mg/L and 10 mg/L HFPO-DA across all time points. Spinal deformities and edema phenotypes were evident among embryos exposed to 1000–16,000 mg/L HFPO-DA at 72 hpf. A median lethal concentration (LC_50_) was derived as 7651 mg/L at 72 hpf. Shallow RNA sequencing analysis of 9465 transcripts identified 38 consistently differentially expressed genes at 0.5 mg/L, 1 mg/L, 2 mg/L, and 10 mg/L HFPO-DA exposures. Notably, seven downregulated genes were associated with visual response, and seven upregulated genes were expressed in or regulated the cardiovascular system. This study identifies biological targets and molecular pathways affected during animal development by an emerging, potentially problematic, and ubiquitous industrial chemical.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11356-022-24542-z.

## Introduction

Per- and polyfluoroalkyl substances (PFAS) represent a diverse group of over 4700 chemicals that contain carbon–fluorine bonds, the strongest chemical bond in organic chemistry. PFAS (Supplementary Table S1) are widely used in many industrial and consumer products including waterproof and non-stick items, such as pans, food wrappers, waterproof fabrics, lubricants, surfactants, chemically inert composites, insulators, firefighting foams, and plastics (Beekman et al. 2016; US EPA 2022b; L. H. Yang et al. 2022). The strength of the carbon–fluorine bond makes most PFAS resistant to degradation and persistent in the environment. PFAS exposures have been associated with adverse health effects in animals, including cancer (Barry et al. 2013; Biege et al. 2001; Shearer et al. 2021; Vieira et al. 2013), endocrine disruption (Dhillon et al. 2019; Du et al. 2013), hepatotoxicity (K. Li et al. 2017), immunotoxicity (Dewitt et al. 2015), and developmental and reproductive toxicity (Conley et al. 2019; Salimi et al. 2019). The ubiquitous environmental presence of PFAS prompted the implementation of the Environmental Protection Agency PFOA Stewardship Program in 2006, requiring major fluoropolymer manufacturers to reduce or eliminate emissions of perfluorooctanoic acid (PFOA, C_8_HF_15_O_2_) and related chemicals (US EPA 2006). In 2012, PFAS were detected in over 97% of screened human serum samples (Lewis et al. 2015; US CDC 2012). The primary route of human exposure is through water (Franke et al. 2021); in 2016, drinking water supplies for six million Americans exceeded the United States Environmental Protection Agency’s (US EPA) PFOS and PFOA lifetime health advisory level of 70 ng/L, which has been updated to 0.02 ng/L and 0.004 ng/L, respectively (Hu et al. 2016; US EPA 2022c).

Since increasing PFAS chain length is associated with biological and chemical stability and toxicity (Hagenaars et al. 2011; Jantzen et al. 2016), long-chain PFOA was succeeded by shorter-chain, potentially less toxic, and less bioaccumulative variants. Hexafluoropropylene oxide-dimer acid (HFPO-DA, C_6_HF_11_O_3_), commonly referred to as GenX, is a short-chain polymer processing aid used as an alternative to PFOA to make fluoropolymers (Brandsma et al. 2019; US EPA 2022a). Having six-carbon atoms and an ether group (Supplementary Table S1) is supposedly less toxic than the eight-carbon PFOA; it is environmentally persistent (Beekman et al. 2016), highly stable, and water-soluble (Hassell et al. 2020; Liberatore et al. 2020), with a half-life of 20 h in mice (Gannon et al. 2016) compared to approximately 1000 h for PFOS (Chang et al. 2012). US EPA derived a final lifetime health advisory level in drinking water as 10 ng/L (US EPA 2022c). Cape Fear River, NC, US, a drinking water source, was reportedly contaminated by a nearby manufacturer and contained up to 4500 ng/L HFPO-DA in 2016 (Sun et al. 2016). HFPO-DA was the largest proportion of PFAS in all surface water samples along the German coastline at a mean concentration of 1.6 ng/L in 2017 (Joerss et al. 2019) and was detected in 90% of surface water samples at a mean concentration of 30 pg/L in the Arctic Ocean and its neighboring waterbodies in 2018 (Joerss et al. 2020). In 2020, rain and well-water assays in Ohio and Indiana detected HFPO-DA in six sites at 0.2–5 ng/L (Galloway et al. 2020). Evidence for HFPO-DA hepatotoxicity (Conley et al. 2021; Shi et al. 2019), and metabolic (Conley et al. 2019) and endocrine disruption (Xin et al. 2019), the risk of both acute and chronic environmental exposures, and a lack of human-health exposure data, necessitate comprehensive toxicological and ecological risk assessment.

Gene expression changes during organogenesis, fetal, and infantile development due to chemical exposures can increase susceptibility to disease later in life (Grandjean et al. 2008; Pennings et al. 2016; Peterson et al. 2000), demonstrating how environmental exposure to HFPO-DA may affect embryogenesis. *Danio rerio* (zebrafish) is a well-established human disease, genetics, embryology, and physiology model organism (Lieschke and Currie 2007), whose genome (Howe et al. 2013) has at least one ortholog of 71.4% of human genes and 82% of human disease-related genes. Its sensitivity to chemicals (von Hellfeld et al. 2020), compatibility with mammalian system toxicity assessment (Ducharme et al. 2015), and well-studied development (Kimmel et al. 1995) allow for robust assessments of toxicological developmental phenotypes. The goal of our study is to characterize the in vivo toxicity potential of HFPO-DA by evaluating adverse physiological effects at acute exposure levels and determining molecular targets of HFPO-DA exposures. We identified adverse acute exposure effects on morphological and physiological phenotypes, and gene expression alterations via shallow RNA sequencing during zebrafish early development.

## Materials and methods

### Zebrafish maintenance

Adult zebrafish AB strain (Carolina Biological; Burlington, NC, USA) were acclimated to lab conditions for six months and maintained per established laboratory guidelines (Institute of Laboratory Animal Resources (US). Committee on Care and Use of Laboratory Animals, 1986). Ten zebrafish per liter were housed in a recirculating system in 1.3- or 3.3-L polycarbonate tanks maintained at 28.5 ± 1 °C on a 14 h light:10 h dark cycle. Adults were fed Tetramin® Tropical Flake Food (Tetra, Blacksburg, VA, USA) and brine shrimp (Brine Shrimp Direct, Ogden, UT, USA) daily. Experimental procedures, including non-surgical tissue sampling and fish embryo culturing and maintenance, were approved by the San Diego State University Institutional Animal Care and Use Committee (Animal Welfare Assurance Number A3728-01).

### Embryo collection

Breeding tanks with one female and two male F1 generation zebrafish were established 24 h before embryo collection. Adults were bred for 1 h after the onset of the light cycle, and embryos were collected in Pyrex glass dishes covered with mesh; embryos were staged (Kimmel et al. 1995) under a stereo microscope (AmScope Compact Multi-Lens Stereo Microscope, model #SE306R-A) at 30 × magnification. Debris and abnormally developing embryos manifesting severe cleavage asymmetry, detached cytoplasm, and/or broken chorions were removed. The remaining embryos were kept at 28.5 °C (Precision Microbiological Incubator, Thermo Scientific, Waltham, MA, USA) in deionized water reconstituted with Instant Ocean® (Instant Ocean Spectrum Brands, Blacksburg, VA, USA) to 60 μg/L, adjusted to pH 6.6–7.6.

### Chemicals and exposure media preparation for embryo exposure

Due to the high solubility of HFPO-DA, reportedly over 751 g/L (US EPA 2021b; Nixon and Lezotte 2008), exposure solutions were prepared by directly adding HFPO-DA (Undecafluoro-2-methyl-3-oxahexanoic acid, CASRN: 13,252–13-6; 97% purity, Catalog No. 2121–3-13, SynQuest; Alachua, FL, USA) to embryo water without using a vehicle. Because pH affects embryo mortality (Andrade et al. 2017), assays using pH-neutralized HFPO-DA (pH = 6.6–7.6) were performed. pH neutralization was performed by titrating with 0.765 M NaOH and 6 M HCl (Cassar et al. 2019; OECD 2020; S. Y. Williams and Renquist 2016) and checking with a pH meter (PH220-C, Extech Instruments, Nashua, NH, USA). Prepared exposure solutions were stored in glass bottles at 4 °C one day prior to exposure. Individual embryos in 24-well plates were exposed to 2 ml of 0.5 mg/L, 1 mg/L, 2 mg/L, 10 mg/L, 1000 mg/L, 4000 mg/L, 6000 mg/L, 8000 mg/L, 10,000 mg/L, 12,000 mg/L, 16,000 mg/L, and 20,000 mg/L titrated HFPO-DA from 3 to 4 hpf, the sphere developmental stage (Kimmel et al. 1995), until 72 hpf. Negative control embryos were grown in embryo water, and positive control embryos were exposed to 4 mg/L 3,4-dichloroaniline. Embryos were incubated at 28.5 °C (Precision Microbiological Incubator, Thermo Scientific, Waltham, MA, USA) throughout exposures. Fifty percent of the exposure solution in each well was refreshed daily. pH and dissolved oxygen (DO) were noted for each plate daily. Exposures were deemed valid if over 80% of negative control embryos survived and developed normally, while over 30% of positive control embryos died (OECD 2013). Exposure sample sizes per treatment are listed in Supplementary Table S2.

### Mortality, heart rates, and morphology

Embryo mortality was assessed at 24 hpf, 48 hpf, and 72 hpf using an inverted microscope (Research Grade Inverted Microscope, Infinite Optical System, Fisher Scientific, catalog # 03–000-013) and defined by coagulation of the embryo at 24 hpf or lack of heartbeat at 48 hpf and 72 hpf. Median lethal concentrations (LC_50_) were calculated using a sigmoidal 4PL curve via Prism (Version 9, GraphPad Software, San Diego, CA, USA).

At least 50% of embryos from each exposure were randomly selected to assess heart beats per minute (HBPM) at 24 hpf, 48 hpf, and 72 hpf. Embryo plates were acclimated to room temperature for 10 min, and each embryo was placed under the microscope light for 30 s before heartbeats were counted for 30 s. Embryos at 72 hpf were then pooled into batches of 8–10 and snap-frozen and stored at − 80 °C until RNA extraction.

Surviving larvae were imaged within wells or depression slides (SeBaCam, Laxco); lateral view images (40 ×) were used to identify malformations (von Hellfeld et al. 2020). Pericardial edema was categorized as swelling peripheral to the pericardium, and yolk-sac edema was characterized as sections of the yolk-sac that were transparent rather than pigmented and separated from the yolk-sac. Spinal deformations were qualified as curved if a line traced from eye to tip of tail deviated from 180° during any 1 mm segment aside from the head-trunk angle, or if the head-trunk angle was greater than 60°. These malformations were further categorized as kyphosis (excessive forward curve), lordosis (excessive inward curve), or scoliosis (sideways curve). The severity of malformation at 72 hpf was scored on a scale of 1 to 4, modified from the existing scoring method (Gaballah et al. 2020): Normally developing embryos were scored as 1, single malformation as 2, two malformations as 3, and four or greater malformations as 4. Effect concentration (EC_50_) was calculated using a sigmoidal 4PL fit curve.

### Bioconcentration of HFPO-DA from water

To assess the bioaccumulative potential of HFPO-DA in zebrafish embryos, embryos were exposed to 4000 mg/L HFPO-DA at 28.5 °C until 72 hpf with 50% water changes at 24 h and 48 h. Embryos were snap-frozen at − 80 °C and collected into 15 mL high-density polypropylene Falcon tubes spun down at 4500 rpm for 2 min; the excess liquid was removed, and embryo samples were re-stored at − 80 °C. HFPO-DA embryo body burden analysis was performed by Statera Environmental, Inc. (Raleigh, NC, USA). Pooled embryos were collected, homogenized, and dried (total dry weight: 0.702 g, 2978 embryos in 0 mg/L; 1.026 g, 3067 embryos in 4000 mg/L), then subsampled to 3 replicates per condition. A bioconcentration factor (BCF) was calculated using the following equation (Veith et al. 2011):

$$BCF=\frac{{C}_{F}}{{C}_{w}}$$

where *C*_*F*_ is the average concentration of HFPO-DA in embryos, and *C*_*W*_ is the average concentration of HFPO-DA in water at 0 h, 24 h, 48 h, and 72 h. Analysis of HFPO-DA in water and embryo samples followed modified methods (Gaballah et al. 2020; US EPA 2021a)*.* Native and mass-labeled standards (Wellington Laboratories, Inc., ON, CA) were diluted in 95% methanol:5% aqueous 2.5 M NaOH. All standards, samples, and extracts were stored in plastic at 4 °C. Water samples were diluted in 5% acetonitrile:95% water, fortified with perfluorononanoic acid (PFNA) as a surrogate and ^13^C_3_-HFPO-DA as the internal standard, and directly injected. Embryo samples were extracted by protein precipitation, pooled and subsampled to obtain three 20.0 mg replicates (~ 100 embryos), flash frozen, and homogenized using a Bead Ruptor 12 (Omni International, GA, USA) with ∼250 mg of zirconia/silica beads (1.0-mm dia) in 500 µL 0.1 M formic acid that was fortified with PFNA. The protein was precipitated with 500 µL acetonitrile fortified with the internal standard and centrifuged at 15,000 rpm for 15 min at 4 °C. A 50-µL aliquot of the extract was diluted with 200 µL of aqueous 0.4 mM ammonium formate.

Instrumental analysis of standards, water, and embryo extracts was performed on an Agilent Infinity II UHPLC (Santa Clara, CA, USA) outfitted with an Agilent PFC-Free HPLC Conversion Kit. Separation was performed on an Agilent Poroshell 120 EC-C18 column and guard column, with a Restek Ultra Aqueous C18 trap column (Bellefonte, PA, USA) and Agilent Zorbax Eclipse Plus C18 delay column, under the following conditions: mobile phase A (2 mM ammonium acetate in 5:95 acetonitrile:water), mobile phase B (acetonitrile), needle/seat wash (50:50 acetonitrile:water) using two cycles of the seat back flush and needle wash (10 s each), seal wash (10:90 isopropanol:water), injection volume 5.00 µL, flow rate 0.50 mL min^−1^, and solvent gradient mobile phase A; mobile phase B being initial (85%:15%), 1.00 min (85%:15%), 5.00 min (10%:90%), 6.40 min (10%:90%), and 6.50 min (85%:15%), end time 9.50 min, and column temperature 50.0 °C. The UHPLC was coupled to an Agilent 6495C triple quadrupole mass spectrometer (MS) operated in ESI negative mode, MRM scan, gas temperature 150 °C, gas flow 8L min^−1^ nebulizer 45 psi, sheath gas heater 200 °C, sheath gas flow 8 L min^−1^ capillary 3500 V, and nozzle voltage 0 V. MRM transition was precursor ion 284.9, quantification product ion 168.9, and confirmation ion 184.9 with ion ratio of 1.95 ± 0.20. The quantification reference compound was ^13^C_3_-HFPO-DA.

The stability of HFPO-DA concentration in water was assessed by preparing media following embryo exposures, with the exclusion of embryos. Exposure media (10 mL) was aged at 28.5 °C in an incubator and collected at 0 h, 24 h, 48 h, and 72 h with 50% water changes at 24 h and 48 h.

### RNA isolation, cDNA library preparation, and shallow RNA sequencing

Total RNA was isolated from pooled samples of 8–10 embryos with four pools for each exposure using the TRIzol reagent protocol (Invitrogen, Carlsbad, CA, USA). Briefly, TRIzol was added to frozen embryos, before allowing embryos to thaw. Samples were homogenized in a Bead Mill 4 (Fisher Scientific, PA) using sterile 2 mm glass beads and resuspended in 50 µL RNase-free water. The quantity and quality of samples were determined using a NanoDrop 2000 (A260/280 and A260/230 > 1.8). Between 500 and 750 ng of total RNA per sample were delivered to the Scripps Research Genomics Core (San Diego, CA, USA) for library prep and shallow RNA sequencing (RNA-Seq).

Sample quality was assessed using a 2100 Bioanalyzer 2100 (Agilent Technologies) (RIN > 8.5). Library preparation was performed using the HTP RNA-Seq Library Prep Kit (iGenomX Inc, San Francisco, CA, USA). Briefly, barcoded oligo dT primers were added to 50 ng RNA per sample and reverse transcribed. Sample cDNA products were combined, cleaned, and run through PCR with 0.5 µM barcoded PCR primers (p5 and p7 sequences, Illumina, San Diego, CA, USA). Purified PCR products were sequenced using a NextSeq2000 sequencer (paired-end mode; read1: 26 bp, read2: 94 bp), generating greater than 1.5 million paired-end reads for each sample.

### Shallow RNA sequencing quality control and data processing

Sample data were demultiplexed by Scripps Research Genomics Core using BBTools (version 37.62) (Bushnell et al. 2017). Raw shallow RNA-Seq data quality was assessed using FastQCR (Kassambara 2019), and UMIs were extracted using UMI-tools (version 1.1.2) (Smith et al. 2017). To remove adapters and optimize for differential expression detection, Trimmomatic (version 0.40) was used to remove the first 16 bases of each read, trim reads according to a sliding window of length 4 and minimum Phred score of 20, and to remove resulting reads shorter than 20 bases (Bolger et al. 2014). SortmeRNA (version 2.1) was used to filter out contaminating rRNA (Kopylova et al. 2012). The remaining reads were aligned to zebrafish genome assembly version 10 (GRCz10) using STAR (version 2.7.3a) (Dobin et al. 2013). PCR deduplication was performed using extracted UMIs via UMI-tools (Smith et al. 2017). Read counts per gene were quantified using HTSeq (version 0.13.5) with default settings (Putri et al. 2022), and transcript variants were treated as single genes. Gene expression was normalized using a trimmed mean of M values (TMM) (Robinson & Oshlack 2010). Differential expression analysis was performed in parallel using the noiseqbio function of NOISeq (version 2.14.1) on data filtered in increments of 0.25 from 0 to 5 CPM (Tarazona et al. 2015). gGenes of > 2.75 average CPM were selected for further analysis. Raw and processed shallow RNA-Seq data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus under the accession GSE198976 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198976).

Shallow RNA-Seq results were verified via qRT-PCR analysis, using statistically significant six upregulated (minimum fold change of 2.59-fold) and five downregulated (minimum fold change of 1.56-fold) genes in all exposures. *actb1* was selected for housekeeping gene normalization based on its reliability (McCurley et al. 2008; Tang et al. 2007; Xu et al. 2016) and stable expression within and between exposures. Primers were designed using Primer-BLAST (J. Ye et al. 2012) with standard parameters (Supplementary Table S3). Equal concentrations from three shallow RNA-Seq replicates were pooled for qRT-PCR per iTaq Universal SYBR Green One-Step kit protocol (Bio-Rad, Hercules, CA, USA)*.* qRT-PCR results were analyzed with the 2^−ΔΔ*Ct*^ method. To compare expression values between qRT-PCR and shallow RNA-Seq, counts from shallow RNA-Seq were normalized using the transcript per million (TPM) (B. Li and Dewey 2011) and TMM methods relative to *actb1*.

### Statistical analysis

Data normality for embryo survival, morphology, and HBPM was evaluated using Shapiro–Wilk (*p* < 0.05), and equal variance was tested using the Brown-Forsythe method (*p* < 0.05). Survival, HBPM, and morphometric measurements between exposure groups were analyzed by one-way ANOVA with Tukey’s HSD if data were normal and equally variable. Nonparametric data were analyzed with a Kruskal–Wallis ANOVA with Dunn’s multiple comparisons for equal variances, or Steel–Dwass’ multiple comparisons for unequal variance. Dose–response curves for malformations were fitted to the model with the lowest Akaike Information Criterion, *p* < 0.05. JMP Pro (version 14.0, SAS Institute Inc, Cary, NC, USA) was used for statistical analysis and figure generation.

Pairwise differential gene expression was determined using the noiseqbio function of NOISeq (version 2.14.1), with the thresholds *q* > 0.9 and FDR < 0.1 (Tarazona et al. 2015). Agglomerative hierarchical clustering was performed using Ward’s method in the R package cluster (Maechler et al. 2022). Enrichment in Gene Ontology (GO, Open Biological Ontologies Foundation) biological process terms was quantified via the Cytoscape plugin BiNGO (version 3.0.5) using total zebrafish genome annotation as background (hypergeometric test, Benjamini–Hochberg *p* < 0.05) (Maere et al. 2005). Figures were generated using R (version 4.1.2) packages ComplexHeatmap (Gu et al. 2016) and GOplot (Walter et al. 2015).

## Results

### *Embryo* survival and morphology

Untitrated exposure survival at concentrations of 60–150 mg/L HFPO-DA was significantly lower than control (*p* < 0.05; Supplementary Fig. S1 and Table S4), with an LC_50_ of 51.12 mg/L. Titrated exposure survival was significantly lower than control from 6000 to 20,000 mg/L (*p* < 0.05), with an LC_50_ of 7651 mg/L (95% CI 5976–8080 mg/L; Fig. 1, Supplementary Table S2).

**Fig. 1:**
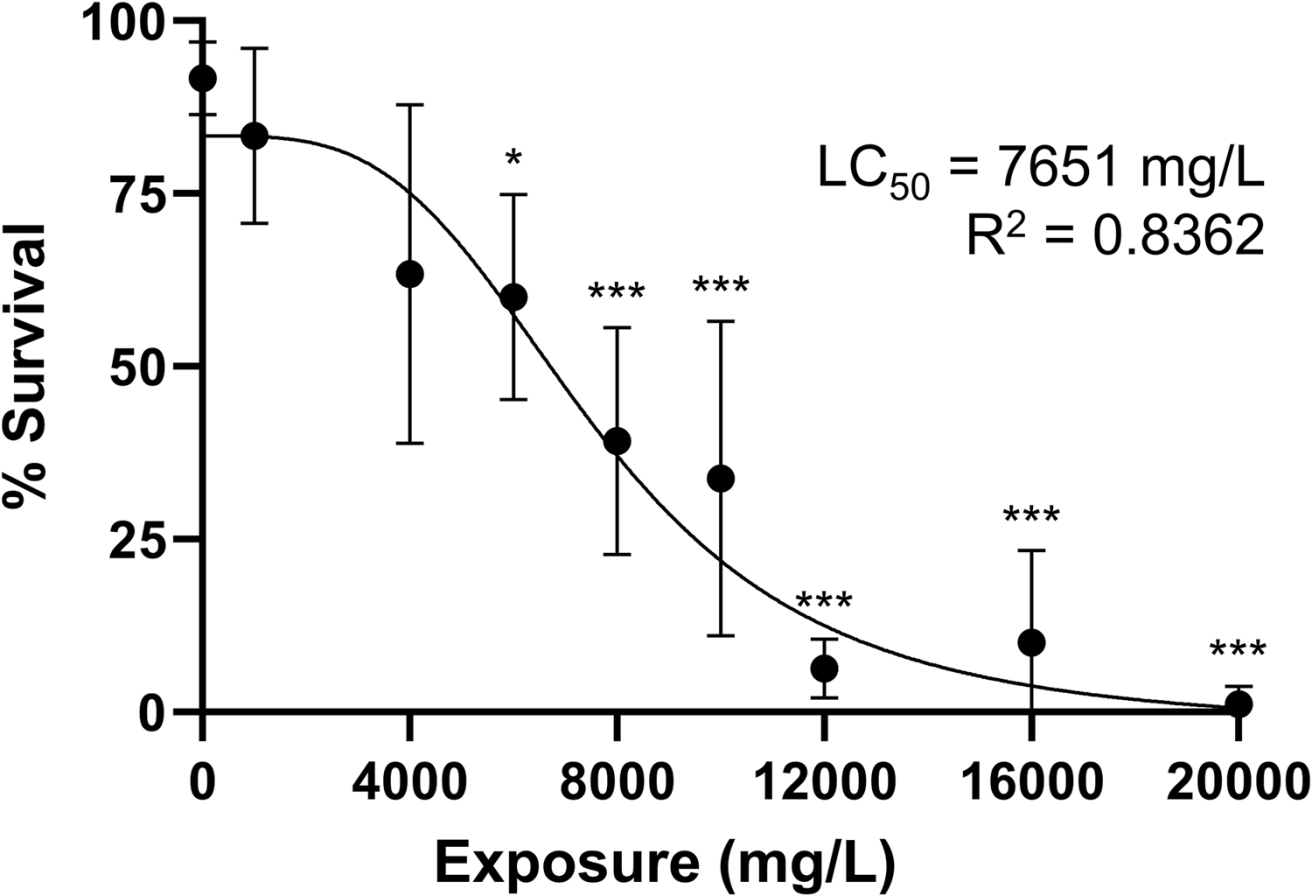
Concentration–response curve at 72 hpf for zebrafish embryo HFPO-DA exposure. Each point represents the mean percent survival following 14, 6, 6, 6, 13, 8, 8, 8, and 9 trials (10 embryos per trial) in HFPO-DA exposures of 0 mg/L, 1000 mg/L, 4000 mg/L, 6000 mg/L, 8000 mg/L, 10,000 mg/L, 12,000 mg/L, 16,000 mg/L, and 20,000 mg/L, respectively. LC_50_ is 7651 mg/L (95% CI = 5976–8080 mg/L). Asterisks indicate significant differences from the control (Kruskal–Wallis ANOVA (*p* < 0.001) with a Dunn’s multiple comparisons test (*p* < 0.05*, *p* < 0.001***). Error bars represent standard deviation. The curve was fitted using sigmoidal 4PL

Malformations identified in the 1000–16,000 mg/L exposures range increased in severity with increasing exposure concentration (Fig. 2A, Supplementary Table S2), with the lowest observed adverse effect level (LOAEL) at 4000 mg/L (*p* < 0.001). The half-maximal effective concentration (EC_50_) was 4636 mg/L (95% CI = 3207–11,179 mg/L). Stunted growth (Fig. 2C.f, 1000–16,000 mg/L) was marked by spinal deformations, including kyphosis (Fig. 2C.o, 4000–16,000 mg/L), scoliosis (Fig. 2C.u, 4000–16,000 mg/L), lordosis (Fig. 2C.v, 4000–16,000 mg/L), and tail kinks (Fig. 2C.k, 4000–16,000 mg/L). Other malformation phenotypes were pericardial edema and hemorrhage (Fig. 2C.n, 1000–10,000 mg/L) and yolk-sac edema (Fig. 2C.q, 1000–10,000 mg/L). Forty-six percent of embryos exposed to 1000–16,000 mg/L HFPO-DA manifested spinal deformations, while edemas/hemorrhaging were apparent in 21.2% of embryos.

**Fig. 2:**
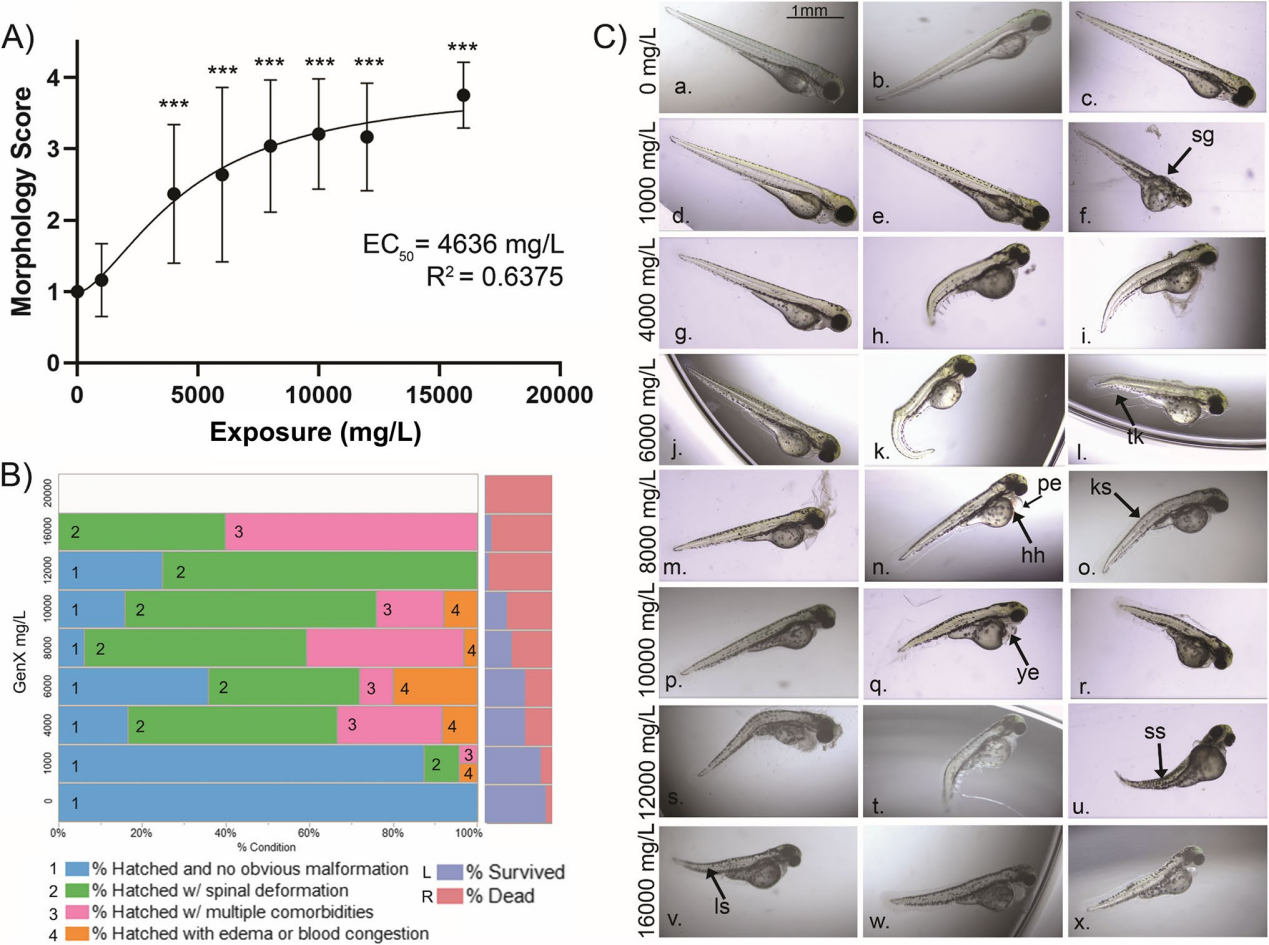
Morphological assessment of zebrafish embryos exposed to high levels of HFPO-DA. Embryos were exposed to 0 mg/L, 1000 mg/L, 4000 mg/L, 6000 mg/L, 8000 mg/L, 10,000 mg/L, 12,000 mg/L, and 16,000 mg/L from 3 to 72 hpf. Only surviving embryos are included (Supplementary Table S2). (**A**) Morphology scores (1:4, with a score of 1 indicating no malformations, 2-mild, 3-moderate, and 4-severe). EC_50_ of malformation is 4636 mg/L (95% CI = 3207–11,179 mg/L). Error bars represent standard deviation. The curve was fitted using sigmoidal 4PL. Asterisks indicate significant differences from the control (Kruskal–Wallis ANOVA (*p* < 0.001) with a Dunn’s multiple comparisons test; *p* < 0.001***). (**B**) Incidences of spinal deformation, edema/blood congestion, or multiple comorbidities (left); percent surviving and dead embryos at 72 hpf (right). (**C**) Images of exposed embryos. Arrows indicate example malformations, denoted by sg = stunted growth (2C.f), tk = tail kink (2C.k), hh = hemorrhaging (2C.n), pe = pericardial edema (2C.n), ks = kyphosis (2C.o), ye = yolk-sac edema (2C.q), ss = scoliosis (2C.u), ls = lordosis (2C.v)

### Embryo heart rate

Embryo HBPM at 72 hpf was significantly higher relative to control at the LOAEL of 2 mg/L (NO observed adverse effect level, NOAEL = 1 mg/L) and at 10 mg/L (Fig. 3, *p* < 0.01; Supplementary Table S5). HBPM increased during all exposure concentrations up to 10 mg/L, except for 48 hpf 0.5 mg/L. The increase in HBPM was the greatest between 0 and 10 mg/L (24 hpf: 16.75%, 48 hpf: 8.23%, 72 hpf: 8.09%). HBPM decreased most at 6000 mg/L (mean ± SD, 24 hpf: 55.55 ± 12.03, 48 hpf: 119.73 ± 27.82, 72 hpf: 146 ± 157.15 HBPM) relative to controls (*p* < 0.01; Supplementary Table S6).

**Fig. 3:**
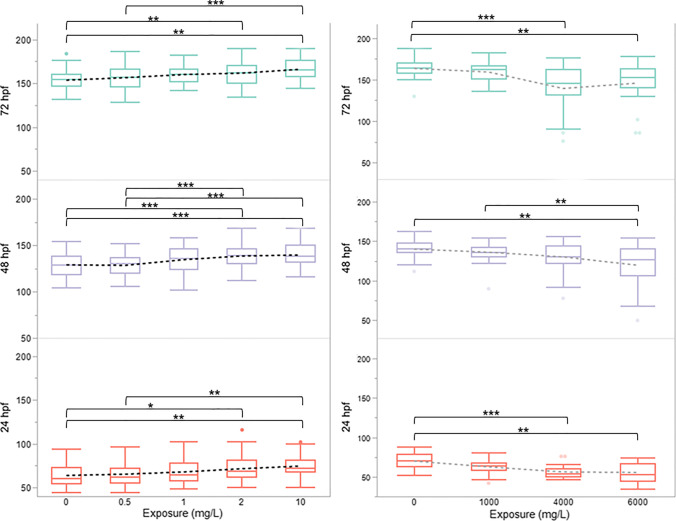
Zebrafish embryo HBPM increases with HFPO-DA exposure. Embryos were exposed to (**A**) 0 mg/L, 0.5 mg/L, 1 mg/L, 2 mg/L, 10 mg/L HFPO-DA (*n* = 54, 53, 54, 56, 44 embryos measured, respectively) or (B) 0 mg/L, 1000 mg/L, 4000 mg/L, 6000 mg/L HFPO-DA (*n* = 29, 28, 24, 22, respectively). HBPM were recorded at 24 hpf, 48 hpf, and 72 hpf. Data for 24 hpf were not normally distributed and were analyzed using Kruskal–Wallis ANOVA with a Steel–Dwass multiple comparisons test. Statistical analysis for 48 hpf and 72 hpf were performed using one-way ANOVA (*p* < 0.001) with Tukey’s HSD (*p* < 0.001***, *p* < 0.01**). Error bars represent the standard deviation

### Embryo body burden

Exposure media at 0–20,000 mg/L HFPO-DA had a mean percent deviation of 8.34% ± 6.21 (Supplementary Table S7). Based on three pooled replicates of X embryos per replicate (1.026 g dry weight) exposed to 4000 mg/L HFPO-DA, the body burden was 479 ± 43 mg/kg HFPO-DA (Table 1); the bioconcentration factor was 0.12 L/kg dry weight. No HFPO-DA was detected in control exposure media or control embryo tissues.

**Table 1:** HFPO-DA concentration measurements in the zebrafish embryo tissue and media

HFPO-DA concentration in zebrafish embryo (mg/kg)					
Body burden	Mass (g)	Rep 1	Rep 2	Rep 3	Mean ± SD
0 mg/L exposure	0.702	ND	ND	ND	ND
4000 mg/L exposure	1.026	442	527	469	479 ± 43
HFPO-DA concentration in media (mg/L)					
Concentration in media	0 h	24 h	48 h	72 h	Mean ± SD
4000 mg/L exposure	4080	4420	3730	3880	4028 ± 298.37
Bioconcentration factor (BCF, L/kg dry weight): 0.12					

Tissue was collected from pooled zebrafish embryos exposed to 0 mg/L or 4000 mg/L HFPO-DA from 3 to 72 hpf, homogenized, and subsampled for replicates. Exposure media for analysis closely followed media treatment throughout embryo exposure, with the exclusion of embryos. Media for analysis was created, allowed to age for 72 h at 28.5 °C, and had 50% of media exchanged at 24 h and 48 h. Method detection limit (MDL) is 1 ng/g (fish) and 10 ng/L (media/water). ND represents no data

### *Shallow RNA-Seq* analysis of gene expression

Of 9465 genes analyzed, 16.47% (1559 genes) were differentially expressed in embryos exposed to 0.5 mg/L, 1 mg/L, 2 mg/L, or 10 mg/L HFPO-DA (*q* > 0.9, FDR < 0.1; Fig. 4, Supplementary Table S1); relative to control embryo gene expression, 41% of differentially expresses genes (DEGs) were downregulated and 59% were upregulated. 

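Embryos were pooled at 72 hpf, 8 to 10 per pool, and the values analysed here come from 3 control pools and 4 pools at each of the 4 exposures. A further control pool, which the sample labels describe as an outlier, was not analysed here. The libraries were primed at the poly(A) tail and carried molecular identifiers, so copies made by PCR were counted as 1 read. The authors counted reads on genes, scaled each library by its TMM factor and deposited the TMM-normalized values, after zeros had been replaced by 0.5 reads. All other values (100%) were whole multiples of the value of 1 read in their library, and the reads behind each value were recovered from this. The pools held between 104350 and 581494 reads on genes. The median was 345832 reads in control pools, 188740 at 0.5 mg/L, 167419 at 1 mg/L, 215054 at 2 mg/L and 286989 at 10 mg/L. Of the 9368 genes listed, between 5835 and 7863 had at least 1 read in a pool. Changes were tested with limma (trend option, two-sided) on log2 of the value plus 0.5, for the 6933 genes with a mean above 2.75 CPM. Genes with a Benjamini-Hochberg adjusted p under 0.1 were called. In the pairwise comparisons with control, 2 genes were called in at least 1 exposure. All 1559 genes that the paper calls were among the genes listed, and 1315 of them passed the filter on the mean. For these 1559 genes, the log2 ratios of the group means were the same as the paper's fold changes, with a largest difference of 0. Over gene and exposure, 58.8% of the ratios were above control and 41.2% were below it.

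**Figure D1:**
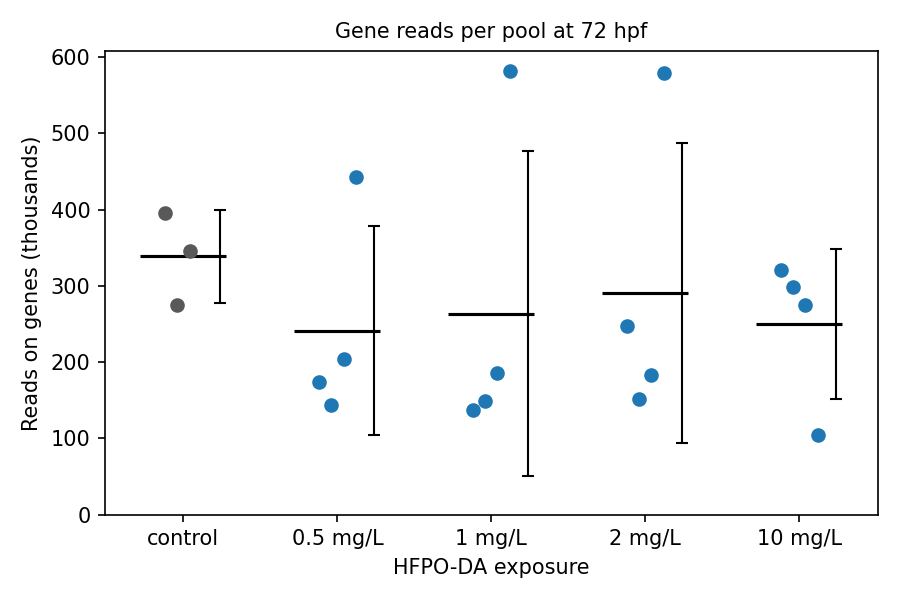
Reads on genes in each pool, for control pools and for pools exposed to 0.5, 1, 2 and 10 mg/L HFPO-DA; points are pools, horizontal lines are group means and vertical bars are 1 SD. The 3 control pools lie between 274326 and 395594 reads, and the shallowest pool, at 10 mg/L, has 104350.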

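At 0.5 mg/L, limma called 0 genes, and 430 genes had an unadjusted p under 0.05, of which 186 were higher than in control pools. At 1 mg/L, 0 genes were called and 275 had an unadjusted p under 0.05, 117 of them higher. At 2 mg/L, 1 gene was called and 336 had an unadjusted p under 0.05, 142 of them higher. At 10 mg/L, 1 gene was called and 292 had an unadjusted p under 0.05, 128 of them higher. With no change in any gene, about 347 of the 6933 genes would have an unadjusted p under 0.05 in each comparison. The gene called at 2 mg/L was pde6hb, with a log2 fold change of -0.88 (standard error 0.18, adjusted p = 0.0884 from limma). It was no longer called without pool a, b or d at 2 mg/L, or without control pool b or c. The gene called at 10 mg/L was hsp90aa1.2, named here after its values were seen, with a log2 fold change of -0.97 (standard error 0.18, adjusted p = 0.0618 from limma). Among the alternatives listed in advance, leaving out control pool a moved the count at 0.5 mg/L most, to 46 genes. The paper's noiseqbio test was re-implemented with 4 forms of its null distribution. The form listed beforehand called 1, 3, 2 and 3 genes at 0.5, 1, 2 and 10 mg/L, and the largest count of any form was 8599 genes, at 2 mg/L.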

Most DEGs (616 genes) were in the lowest HFPO-DA exposure of 0.5 mg/L, while the 1 mg/L exposure had the least (487 genes). 

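Supplementary Table S2 gives 10 upregulated and 10 downregulated genes for each exposure, chosen by their fold change, and the reads behind them were counted in the control and exposed pools. The median number of reads in the 3 control pools together was 1 for the upregulated genes at each of the 4 exposures. The largest was 2 reads at 0.5 mg/L, 2 at 1 mg/L, 4 at 2 mg/L and 5 at 10 mg/L. Of these 40 upregulated entries, 14 had 0 reads in every control pool. In the 4 exposed pools together, no upregulated entry exceeded 22 reads. The downregulated genes had medians of 15.5, 23.5, 14 and 15 reads in the control pools for 0.5, 1, 2 and 10 mg/L, with a largest value of 43. Fold changes of genes with 3 or fewer reads in every control pool are not given here. Of the 34 upregulated entries that passed the filter, 31 had an unadjusted p under 0.05 in limma, as had 39 of the 40 downregulated entries. The smallest adjusted p among all of them was 0.762 (limma, at 1 mg/L).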

The percentage of DEGs per individual exposure and percentage overlaps are presented in Fig. 4, and the ten highest and ten lowest expressed genes in each exposure are presented in Supplementary Fig. S2 and Table S2.

**Fig. 4:**
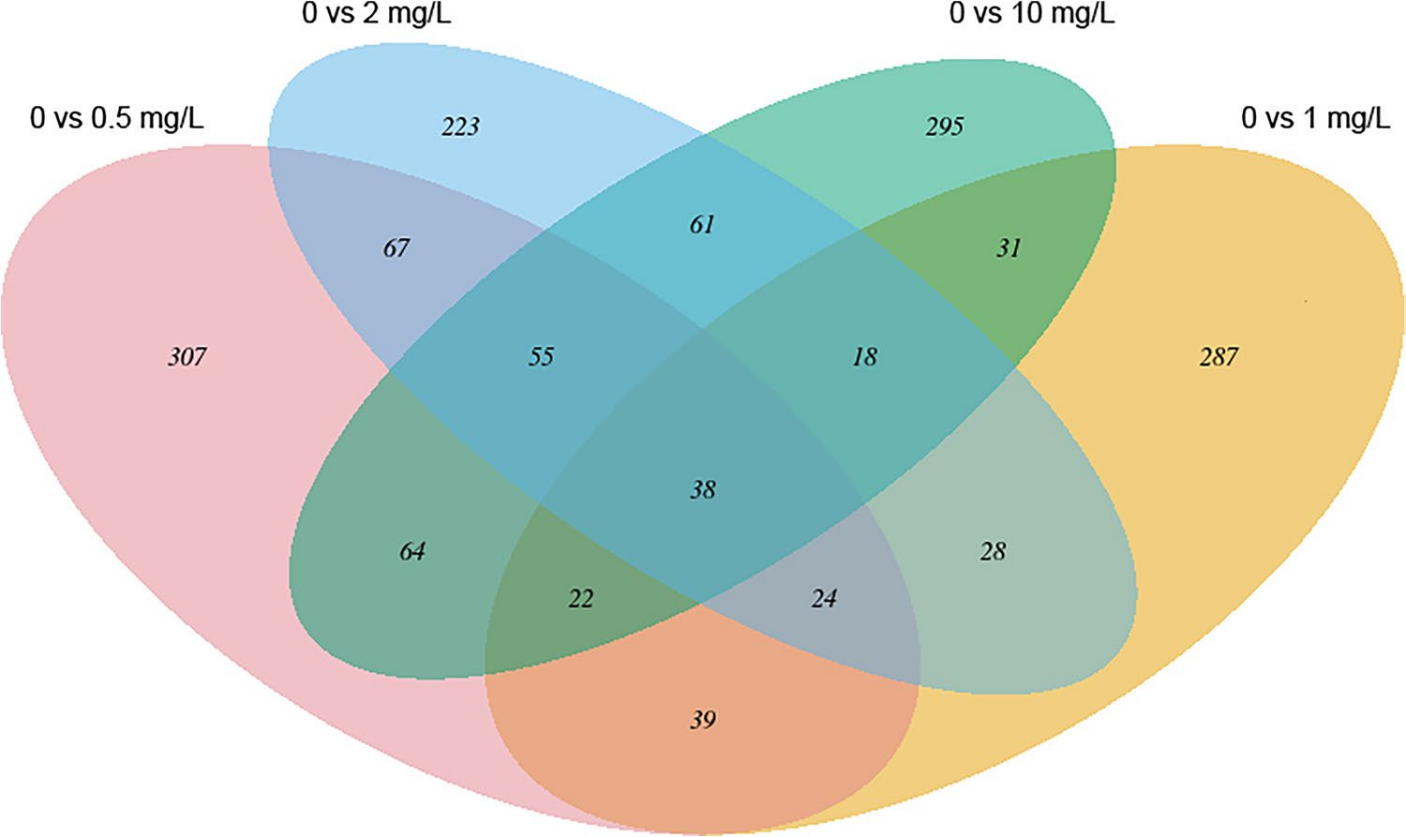
Thirty-eight genes were differentially expressed across all exposures relative to control at 72 hpf. Of 9465 transcripts analyzed, 1559 (16.5%) were differentially expressed in at least one exposure relative to the control. Most of the DEGs were found in only one exposure

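In the limma comparisons, 0 genes were called in all 4 exposures. A contrast of the mean of the 4 exposures against control, fitted over all 19 pools, called 0 genes, and 330 had an unadjusted p under 0.05. The smallest adjusted p of this contrast was 0.465. Of the 38 genes that the paper finds in all exposures, 37 passed the filter on the mean, and 1 gene of cluster S5, named after a cDNA clone, did not. All 37 changed in the paper's direction, and 37 had an unadjusted p under 0.05. Adjusted over this list alone, 37 had an adjusted p under 0.1; the list was chosen by the paper from the same data, so this count shows no stability. In 3 of the 38 genes, all 16 exposed pools lay on one side of all control pools, where chance gives this in 0.206% of genes not chosen from the same pools, a share that does not apply to this list. These were pde6hb, which was lower, and fbxl22 and the clone-named gene of cluster S5, which were higher. For fbxl22, 5 of the 16 exposed pools had 0 reads, and for the other gene, 8 had 0 reads. Those pools stand above control only because a replaced zero is worth more in a shallower library. Of the 20 upregulated genes of the list, 12 had fewer than 10 reads in the 3 control pools together and 5 had 0. edgeR's quasi-likelihood test on the recovered reads called 5 genes in the combined contrast, of which 4 are on the list: dpysl5b, lhfpl3, prph2a and pde6hb. The fifth, ptgdsb.2, is named here after its values were seen and had a log2 fold change of -1.34 (adjusted p = 0.0434 from edgeR). DESeq2 on the same reads called 0 genes in the combined contrast.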

DEGs in at least one exposure (1559 genes) are designated as set A (Fig. 5A), while DEGs shared across all four exposures are designated set S (Fig. 5B). Hierarchical clustering outlines seven clusters within set A and five clusters in set S (Fig. 5, Supplementary Tables S3, S4, S5, and S6). 

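The 349 genes of cluster A1 had a median log2 fold change of -0.36 in the exposed pools combined, and 72 of them had an unadjusted p under 0.05 in limma. Over gene and exposure, 93.5% of the ratios of group means were below control. These genes were well covered, with a median of 152 reads in the 3 control pools together. A list of 84 photoreceptor genes was tested as a set with limma's camera at an inter-gene correlation of 0.01. It was written before the values were examined, but the paper had already reported a fall of opsin and PDE6 genes in these pools. The set is therefore not independent of the paper's finding. The 43 listed genes that passed the filter had a mean log2 fold change of -0.36 in the exposed pools combined, 39 of them below 0, and camera's two-sided p was under its threshold of 0.05. Camera takes the genes as nearly independent. With the pool as the unit, an exact two-sided permutation test over the 969 splits of 19 pools into 16 and 3 gave p = 0.0248. This p is not adjusted for the other gene sets tested in this way, and the test takes all pools as exchangeable. No control pool d was analysed, and pool d had the lowest set mean at 0.5, 2 and 10 mg/L, though not at 1 mg/L. With a block for the replicate letters, the mean log2 fold change of the set was -0.31. The list shares 8 tested genes with the paper's genes found in all exposures, and the other 35 had a mean log2 fold change of -0.32. Further genes that the paper calls from these data were not removed from the 35. Among the alternatives, leaving out control pool a moved the mean of the set most, to -0.53.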

Cluster A1 (349 genes, 94.3% downregulated) is enriched for genes related to perception: A subset of 11 downregulated genes forms cluster S1, which is enriched for the detection and response of abiotic, chemical, and light stimuli; another subset of 7 downregulated genes form cluster S2, which is enriched for the development of eye and nervous systems. Upregulated clusters A3 (237 genes, 85% upregulated) and S4 (8 genes, 100% upregulated) are enriched for gene expression regulation and macromolecular biosynthesis. 

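The 237 genes of cluster A3 had a median log2 fold change of 0.16 in the exposed pools combined, and 36 of them had an unadjusted p under 0.05 in limma. Over gene and exposure, 81.2% of the ratios of group means were above control. The median number of reads in the 3 control pools together was 566. Ribosomal protein genes were tested as a set by a rule on their symbols, fixed in advance, and 69 of 73 passed the filter. Their mean log2 fold change was 0.16, with 65 genes above 0 and a camera p under 0.05. The rule also took in 3 genes for ribosomal protein S6 kinases. In an exact two-sided permutation test of the 16 exposed against the 3 control pools, p was 0.0402, not adjusted for the other gene sets. The set's mean lay above all control pools in 8 of the 16 exposed pools, where chance gives 4. The rise depended on control pool b: without it, the mean log2 fold change of the ribosomal protein genes in the exposed pools combined was 0.06, as it was with quantile normalization. Of cluster S4, rps27.1 rose from 677 ± 247 (SD, n = 3) in control pools to 954 ± 37.1 (SD, n = 4) at 0.5 mg/L, 866 ± 80.3 at 1 mg/L, 910 ± 117 at 2 mg/L and 894 ± 31.2 at 10 mg/L, with a log2 fold change of 0.49 (standard error 0.13, adjusted p = 0.465 from limma) for the exposed pools combined. The gene rps13 had a log2 fold change of 0.39 (standard error 0.12, adjusted p = 0.980 from limma). Without control pool b, the log2 fold changes were 0.15 for rps27.1 in the exposed pools combined and 0.15 for rps13 in the exposed pools combined. Leaving out control pool a instead gave 0.71 for rps27.1 and 0.56 for rps13 (adjusted p = 0.0068 and 0.0413 from limma). Leaving out control pool c gave 0.61 and 0.48, with both adjusted p above 0.1. Reads of ribosomal protein genes can be split with near-identical copies, so single members are uncertain.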

Cluster A2 (275 genes, 98.5% upregulated) and cluster S3 (5 genes, 100% upregulated) have DEGs implicated in defense responses to fungus and respiratory burst. 

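Of the 275 genes of cluster A2, 172 passed the filter on the mean, and 101 had 0 reads in every control pool. The median number of reads was 1 in the 3 control pools together and 18 in all 19 pools. Over gene and exposure, 98.8% of the ratios of group means were above control, and 83 genes had an unadjusted p under 0.05 in limma for the exposed pools combined. In cluster S3, the gene named after a genomic clone had 1 read in the control pools and 32 in the 16 exposed pools.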

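The cluster S5 genes fbxl22, ugt5d1 and a gene named after a cDNA clone had 0 reads in the control pools, and 17, 16 and 18 reads in the 16 exposed pools together. The gene traf4b had 2 control reads and 30 exposed reads, and tmem192 had 5 and 65. The genes gpn1 and smkr1 each had 8 control reads, with 82 and 79 reads in the exposed pools. For the tested genes of the cluster, the adjusted p of the exposed pools combined was 0.980 (limma).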

Cluster S5 DEGs (6 genes, 100% upregulated) regulate actin filament-based movement, cardiac muscle cell contraction, and activation of NF-kappaB-inducing kinase activity. Clusters A4 (172 genes, 95.6% upregulated), A6 (93 genes, 100% downregulated), and A7 (129 genes, 100% upregulated) were not enriched for any terms at an FDR adjusted *p* < 0.05*.*

**Fig. 5:**
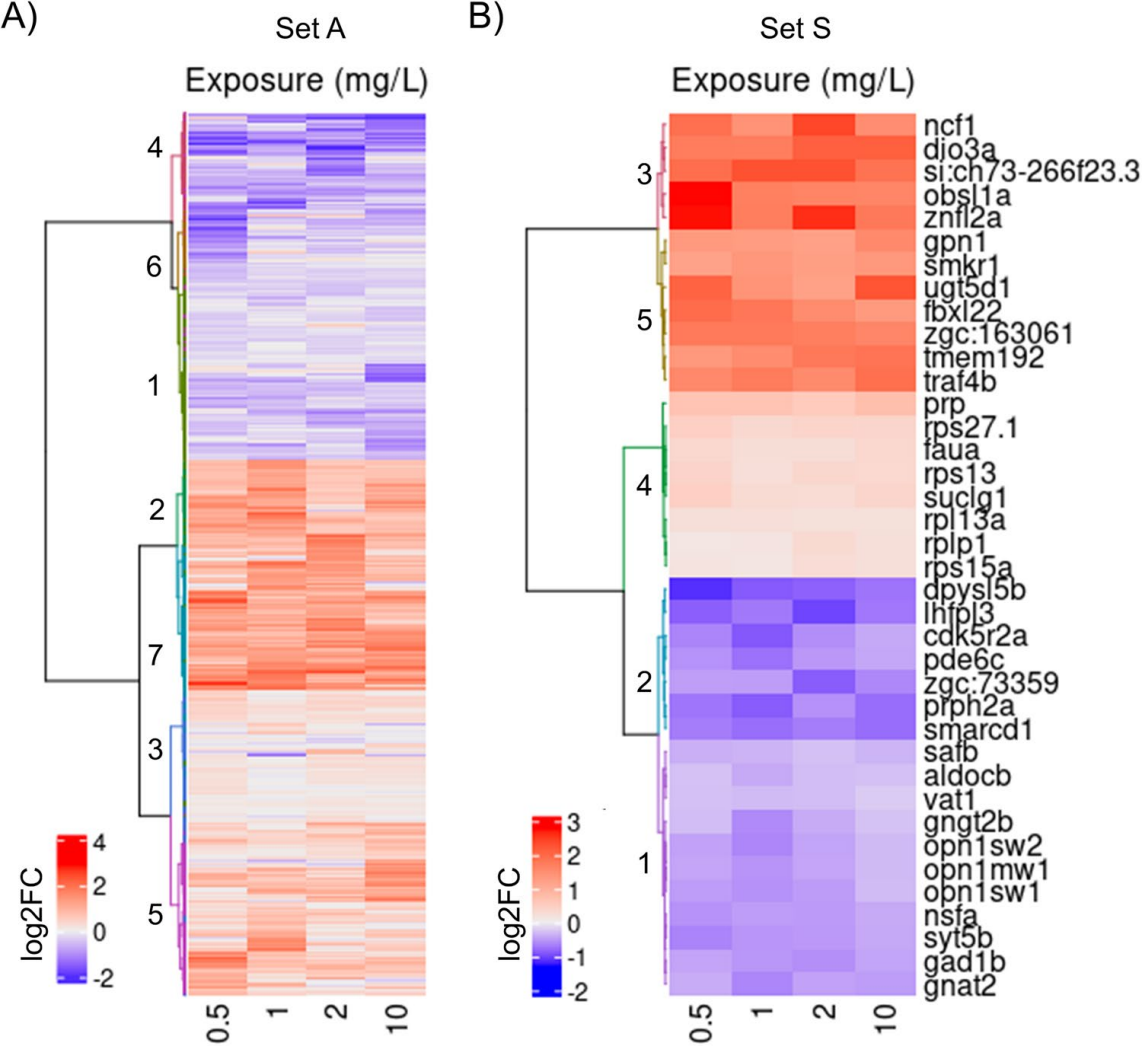
Clustering of the differentially expressed gene (DEG) at 0.5 mg/L, 1 mg/L, 2 mg/L, and 10 mg/L HFPO-DA exposures in zebrafish embryos at 72 HPF. (**A**) 1559 DEGs were identified in at least one exposure relative to control; (**B**) 38 DEGs (listed on the right) were found in all exposures relative to control (FDR < 0.1). Each column represents an exposure, and each row represents a gene. Colors reflect log_2_ fold changes, calculated using 3–4 biological replicates in the NOISeq R package. Red indicates high expression levels, and blue indicates low. Agglomerative hierarchical clustering of genes was performed using Ward’s method

Gene ontology analysis revealed enriched biological processes in set S. Three genes, *aldocb* (downregulated), *suclg1* (upregulated), and *ugt5d1* (upregulated), are involved in metabolic processes; *aldocb* and *suclg1* encode key proteins in cellular respiration, while *ugt5d1* is involved in drug metabolism. 

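The TMM-normalized value of aldocb was 217 ± 7.35 (SD, n = 3 control pools) and 180 ± 16.3 (SD, n = 4) at 0.5 mg/L, 163 ± 16.6 (n = 4) at 1 mg/L, 177 ± 43.1 (n = 4) at 2 mg/L and 179 ± 31.7 (n = 4) at 10 mg/L. It was below all control pools in 14 of the 16 exposed pools, from which the paper also chose the gene, and above them in 1. Its log2 fold change in the exposed pools combined was -0.33 (standard error 0.14, adjusted p = 0.980 from limma). The value of suclg1 was 115 ± 20.6 (SD, n = 3) in control pools and between 142 and 161 in the means of the 4 exposures, and it was above all control pools in 11 exposed pools. Its log2 fold change was 0.39 (standard error 0.13, adjusted p = 0.980 from limma). For ugt5d1, the reads came from 8 of the 16 exposed pools, and the other 8 had 0 reads. A fold change against the control pools cannot be given at this depth.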

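The opsin gene opn1sw1 had a TMM-normalized value of 1021 ± 75.0 (SD, n = 3) in control pools and 726 ± 58.5 (SD, n = 4) at 0.5 mg/L, 692 ± 74.2 at 1 mg/L, 723 ± 78.8 at 2 mg/L and 823 ± 235 at 10 mg/L. Its log2 fold change in the exposed pools combined was -0.48 (standard error 0.12, adjusted p = 0.465 from limma). For this gene, 15 of the 16 exposed pools were below all control pools and 1 was above them. The log2 fold changes were -0.47 for opn1sw2 and -0.44 for opn1mw1, whose reads can be split with its near-identical paralogs. In pde6hb, all 16 exposed pools were below all control pools, and the log2 fold change was -0.63 (standard error 0.16, adjusted p = 0.465 from limma). The transducin subunits gnat2 and gngt2b changed by -0.51 and -0.41 on the log2 scale. The values for pde6c, prph2a, syt5b and cdk5r2a were -0.57, -0.76, -0.51 and -0.65. The genes obsl1a and dio3a were higher in exposed pools, with 18 and 42 reads in the 16 exposed pools against 0 and 2 in the control pools. Among neural genes, dpysl5b had the largest change, a log2 fold change of -0.91 (standard error 0.23, adjusted p = 0.465 from limma), and edgeR's quasi-likelihood test gave an adjusted p of 0.0434. The log2 fold changes of lhfpl3, smarcd1, gad1b, nsfa and vat1 were -0.76, -0.67, -0.50, -0.50 and -0.27. Averaged over the 43 photoreceptor genes of the list, the mean log2 value was 5.17 ± 0.29 (SD, n = 3) in control pools, 4.80 ± 0.13 (SD, n = 4) at 0.5 mg/L, 4.78 ± 0.09 at 1 mg/L, 4.75 ± 0.14 at 2 mg/L and 4.91 ± 0.34 at 10 mg/L. Of the 16 exposed pools, 11 were below all control pools and 1, at 10 mg/L, was above them. All 3 control pools lay within the range of the exposed pools, from 4.55 to 5.39.

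**Figure D2:**
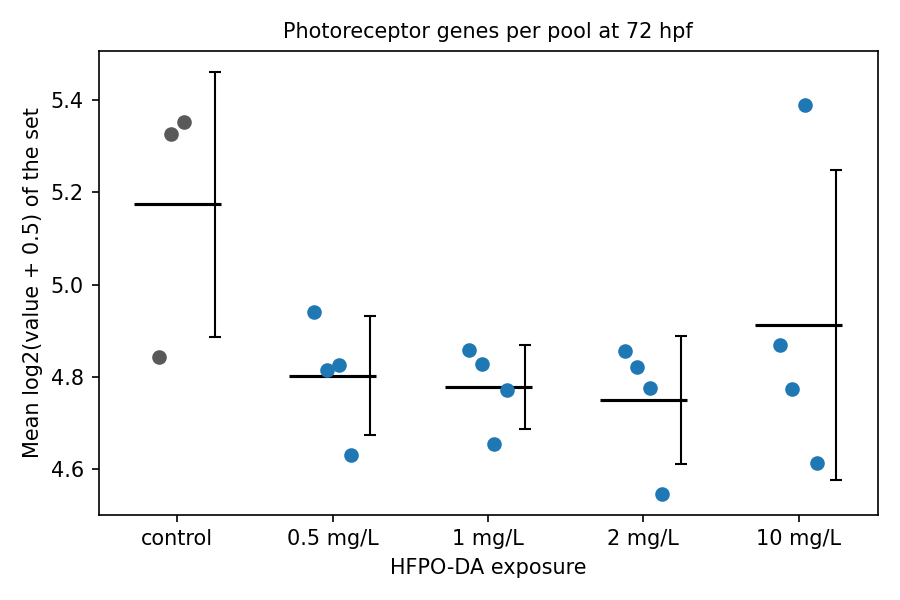
Mean log2(value + 0.5) of the 43 photoreceptor genes in each pool, for control pools and for pools exposed to 0.5, 1, 2 and 10 mg/L HFPO-DA; points are pools, horizontal lines are group means and vertical bars are 1 SD. The control pools range from 4.84 to 5.35, and 11 of the 16 exposed pools lie below them.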

Six downregulated genes (*dpysl5b*, *gad1b*, *vat1*, *nsfa*, *lhfpl3*, *smarcd1*) are involved in neurotransmission or neurogenesis, and ten downregulated genes (*pde6hb*, *pde6c*, *prph2*, *gnat2*, *gngt2b*, *opn1mw1*, *opn1sw1*, *opn1sw2*, *syt5b*, *cdk5r2a*, *obsl1a*, *dio3a*) are involved in eye development or the phosphodiesterase 6 (PDE6) phototransduction cascade. Seven upregulated genes (*znfl2a*, *fbxl22*, *col22a1*, *ncf1*, *rplp1*, *rps15a*, *rps27.1*) play a role in muscle contraction, regulation of vascular stability, or hemopoietic development. 

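The gene col22a1, listed as prp in the deposited values, rose from 25.3 ± 5.70 (SD, n = 3) in control pools to 40.8 ± 3.09 (SD, n = 4) at 0.5 mg/L, 40.6 ± 17.2 at 1 mg/L, 37.7 ± 7.17 at 2 mg/L and 43.1 ± 6.80 at 10 mg/L. Its log2 fold change in the exposed pools combined was 0.66 (standard error 0.20, adjusted p = 0.980 from limma), and 13 of the 16 exposed pools were above all control pools. The log2 fold changes of rplp1 and rps15a were 0.22 and 0.23, with the same adjusted p. The gene znfl2a had 1 read in the control pools and 39 in the exposed pools. For ncf1, 0 reads were found in the control pools and 16 in the exposed pools, of which 6 had 0 reads. In znfl2a, 4 of the 16 exposed pools had 0 reads, and 3 of these still stood above all control pools in the deposited values.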

Major enrichment terms and associated DEGs are shown in Fig. 6.

**Fig. 6:**
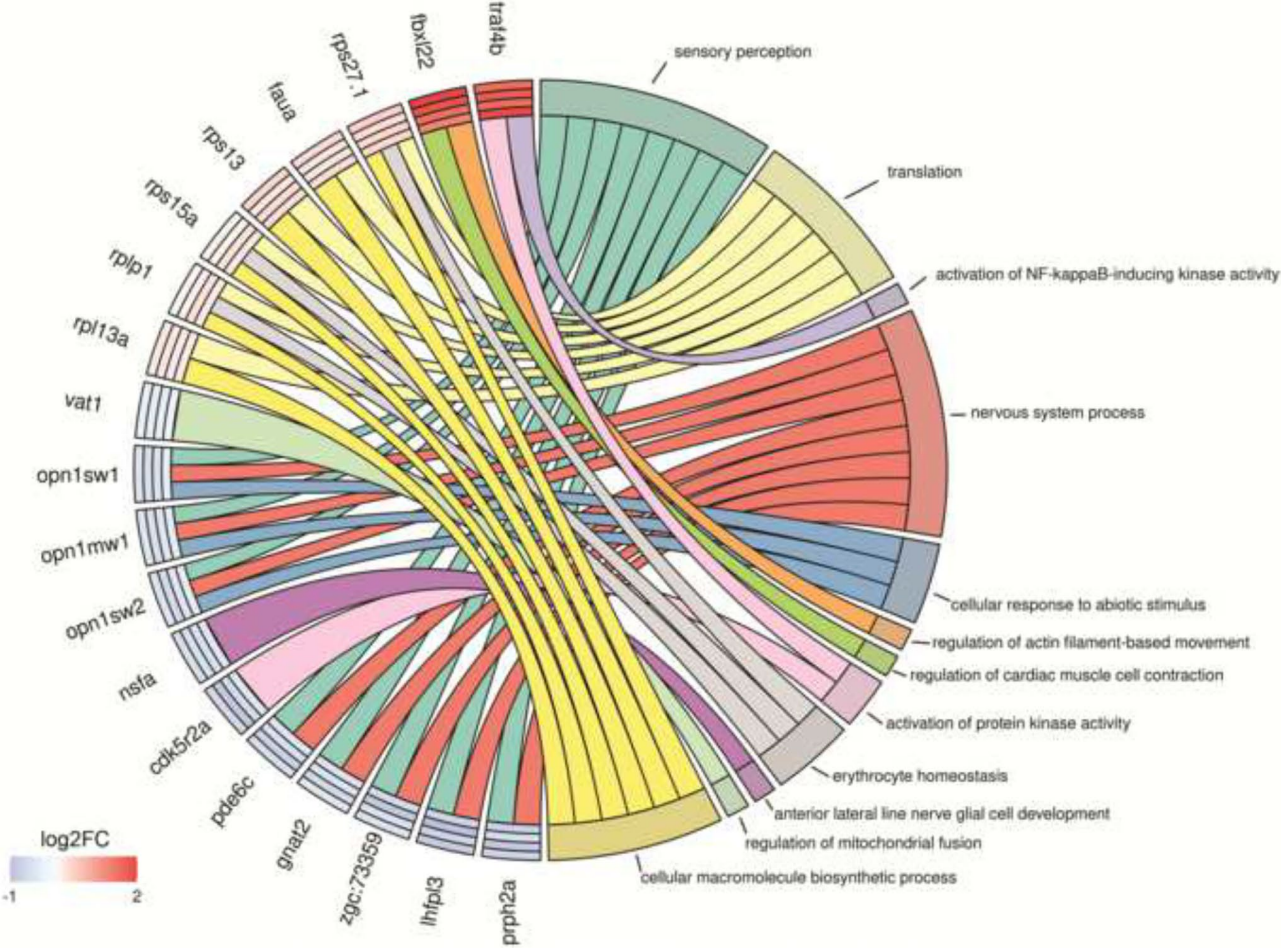
Chord diagram showing relationships between gene ontology (GO) terms and DEGs. Enrichment analysis was performed on the set of DEGs found in all zebrafish embryo exposure (0.5 mg/L, 1 mg/L, 2 mg/L, and 10 mg/L) relative to the control. Select GO terms in all exposures (FDR corrected *p* < 0.05) are shown. Genes are listed with log_2_ fold changes (0.5 mg/L, 1 mg/L, 2 mg/L, and 10 mg/L listed from outer to inner circle, legend colors only specify fold change)

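The fold changes of the paper's qRT-PCR, in which RNA of 3 RNA-Seq replicates was pooled, were set beside the ratios of group means in the RNA-Seq values for 11 genes at 0.5 and 10 mg/L. Of the 22 pairs, 17 had the same direction and 5 the opposite. The 5 pairs belonged to 3 genes: dio3a and obsl1a at both exposures, and gpn1 at 10 mg/L. Of these 5, the p that the paper gives for its qRT-PCR was under 0.05 only for dio3a at 10 mg/L (0.0208). Of the 17 with the same direction, it was under 0.05 only for cdk5r2a at 10 mg/L (0.0234) and ugt5d1 at 0.5 mg/L (0.00329). In the other pairs, the direction in qRT-PCR is not resolved. Since the RNA was pooled, none of these p-values measures the spread between embryo pools. They leave the direction across embryo pools open in all 22 pairs. The gene dio3a had 2 reads in the control pools, 9 at 0.5 mg/L and 13 at 10 mg/L, while the paper's qRT-PCR fold changes were 0.734 and 0.289. The gene obsl1a had 0 control reads, 8 reads at 0.5 mg/L and 3 at 10 mg/L, beside the paper's 0.781 and 0.458. For gpn1, 8 control reads and 24 reads at 10 mg/L stood beside the paper's 0.729. In smarcd1, with 228 control reads, the ratio of group means was 0.620 at 0.5 mg/L and 0.580 at 10 mg/L, and the paper's qRT-PCR fold changes were 0.999 and 0.998.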

Expression of 11 genes at 0 mg/L, 0.5 mg/L, and 10 mg/L HFPO-DA exposures were compared between shallow RNA sequencing and qRT-PCR (Supplementary Fig. S3): Nine genes’ expression patterns correlated, and two did not (*obsl1a, dio3a*; Supplementary Table S7). *R*^2^ values of TMM-normalized shallow RNA-Seq expression to qRT-PCR ∆Ct values are 0.68, 0.737, and 0.725 at 0 mg/L, 0.5 mg/L, and 10 mg/L HFPO-DA exposure, respectively.

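Recomputed from the TMM-normalized values relative to actb1 and the qRT-PCR values of Supplementary Table S7, R2 across the 11 genes was 0.679 at 0 mg/L (permutation test, two-sided p = 0.00045), 0.749 at 0.5 mg/L (p = 0.00011) and 0.712 at 10 mg/L (p = 0.00055). Each is a correlation across genes, which are not independent replicates, and compares expression levels between genes and not changes with exposure. With only the 6 genes whose mean was above 10 CPM, R2 was 0.337 at 0 mg/L, 0.360 at 0.5 mg/L and 0.425 at 10 mg/L, each with a permutation p above 0.05. The gene actb1 had a log2 fold change of 0.025 in the exposed pools combined (standard error 0.11, adjusted p = 0.994 from limma).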

## Discussion

This study assessed the toxicity potential of the emerging PFAS HFPO-DA during animal development. High concentrations of HFPO-DA exposures resulted in morphological changes, including scoliosis and edema at lethal HFPO-DA concentrations, increases in HBPM, and significant gene expression changes in visual and cardiovascular systems at sublethal concentrations among zebrafish embryos assayed from 3 to 72 hpf. Data were derived from pH-neutralized HFPO-DA exposures to avoid confounding effects of acid toxicity; the pH of exposure media was not discussed in prior studies, which may explain variations in reported PFAS lethality and adverse effects (Gebreab et al. 2020; Wasel et al. 2020). We utilized the cost-effective shallow RNA sequencing method (Atallah et al. 2013; Sholder et al. 2020; C. Ye et al. 2018) to analyze the expression of 9465 genes at four exposure concentrations (0.5 mg/L, 1 mg/L, 2 mg/L, and 10 mg/L) of HFPO-DA. Our results reveal overlapping sets of enrichment terms consistent across exposures, including altered expression of genes expressed in the heart and vascular tissue, suggesting cardiovascular toxicity of HFPO-DA, like its predecessor PFOA (Salimi et al. 2019).

To evaluate HFPO-DA toxicity, we first determined the lethal concentrations in developing zebrafish embryos. The untitrated LC_50_ corresponds to an estimated pH of 4.3 (Supplementary Fig. S1 and Table S1). We derived a stronger correlation of embryo survival with acidity (*R*^2^ = 0.80) than with the HFPO-DA concentration (*R*^2^ = 0.65) in untitrated HFPO-DA media. Therefore, the LC50 in untitrated HFPO-DA of 51 mg/L, which agrees with the reported LC_50_ of 170 µM (56 mg/L) (Satbhai et al. 2022), is more likely due to the low pH rather than HFPO-DA-specific exposure, highlighting the pH effect of PFAS on zebrafish embryo mortality and the need to neutralize pH in aqueous exposure experiments (Wasel et al. 2020).

LC_50_ of pH-neutralized HFPO-DA is 7651 mg/L (95% CI = 5976–8080 mg/L) in zebrafish embryos exposed from 3 to 72 hpf. We utilized much higher concentration exposures than measured in environmental samples and occupational exposure hazards (Olsen et al. 2007) to establish lethal levels of HFPO-DA in zebrafish embryos and to explore differential gene expression using shallow RNA-Seq. LC_50_s of PFAS were reported in the thousands of milligrams per liter, including pentafluorobenzoic acid (PFBA) at 13,795 mg/L (96 hpf) (Godfrey et al. 2017), and PFBA and perfluorobutanesulfonic acid (PFBS) at greater than 3000 mg/L (120 hpf) (Hagenaars et al. 2011). Such LC_50_s are much higher than those of phased-out long-chain PFAS, including PFOA (473 mg/L, 96 hpf) or PFOS (70.17 mg/L, 120 hpf; 2.2 mg/L, 120 hpf) in similar zebrafish embryo studies (Ding et al. 2012; Godfrey et al. 2017; Huang et al. 2010), suggesting lower HFPO-DA toxic potential to zebrafish embryos than its long-chain predecessors. Furthermore, we analyzed the body burdens of embryos exposed to 4000 mg/L HFPO-DA until 72 hpf and determined a bioconcentration factor of 0.12, similar to reported low BCF values of 0.29 to 0.49 after 144 hpf zebrafish embryo exposures to 25.1–44.8 µM HFPO-DA (Gaballah et al. 2020). The low BCF value indicates that HFPO-DA does not bioaccumulate under our experimental conditions.

The incidence of malformation in zebrafish embryos was evident at nonlethal (1000 mg/L) to 100% lethal (20,000 mg/L) HFPO-DA exposures (Fig. 2). Observed spinal deformities, edema, and hemorrhaging are common phenotypes in zebrafish developmental toxicity (Lee et al. 2020; Martínez et al. 2019) and are often reported in zebrafish PFAS exposures (Gebreab et al. 2020; Huang et al. 2010; Martínez et al. 2019). Spinal deformations were the dominant malformation observed in zebrafish embryos exposed to 1000–20,000 mg/L HFPO-DA. Kyphosis at the head-trunk junction not qualified as spinal curvature may be due to developmental delay, as the development between the pectoral fin (60 hpf) and protruding mouth (72 hpf) involves a gradual straightening of the head-trunk angle (from 55° to 25°), extension of the pectoral fin, protrusion of the jaw, and decrease in yolk-size (Kimmel et al. 1995). Malformations were evident in all exposures above 1000 mg/L; only 12.8% of hatched embryos at 1000 mg/L exhibited malformation compared to 83.3% at 4000 mg/L. Malformations were significant in 4000–20,000 mg/L exposures (Fig. 2), and their incidence increased with higher exposure concentrations (*R*^2^ = 0.6375), indicating a positive dose–response relationship.

Heart rate is a common co-indicator of cardiac disruption when reported with morphological effects (Craig et al. 2006; Kuhota et al. 1997). Zebrafish are an established model for human cardiac disease (den Hoed et al. 2013; Gierten et al. 2020; Milan et al. 2003), and their cardiac rhythm and regulation via electrical conduction are similar to those in humans (Arnaout et al. 2007; Gauvrit et al. 2022; Nemtsas et al. 2010). Interestingly, HBPM increased in a dose-dependent manner at 0.5–10 mg/L exposures, and HBPM decreased in a dose-dependent manner at 1000–6000 mg/L (Fig. 3). Tachycardia at low-level chemical exposures followed by bradycardia at higher levels has previously been observed (Han et al. 2021; Maeda et al. 2021) and may indicate a hormetic cardiac response to HFPO-DA exposure (Sampurna et al. 2019). Tachycardia and bradycardia can affect the regulation of cardiac muscular contractility (Søndergaard et al. 2015) or circulatory demand in response to respiratory and metabolic stress (Miller et al. 2014). Co-occurrence of pericardial edema and hemorrhaging with bradycardia at these concentrations and increased mortality from 6000 to 20,000 mg/L strongly indicate cardiovascular defects (Duan et al. 2013; Liu et al. 2017).

During normal embryo development, the transcriptome landscape is dynamic (H. Yang et al. 2013), with significant changes in the gene expression marking distinct stages of embryo development. To better understand the mechanisms of HFPO-DA-induced morphological and physiological effects, we utilized shallow RNA-Seq analysis. To compensate for expected false negatives due to low sequencing depth, we used NOISeq, a nonparametric tool with high sensitivity at low sequencing depth (C. R. Williams et al. 2016), and applied a threshold *q* > 0.9 (equivalent to FDR < 0.1). 

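How many changes the tests recover was measured on simulated reads with the same numbers of pools, the libraries' sizes, the genes' means and the dispersion estimated from the pools (0.0207). With 200 genes above 50 CPM changed 4-fold, limma's pairwise comparison recovered 99.5% of them among 6875 genes, edgeR 100% and DESeq2 97.5%. The re-implemented noiseqbio test in the form listed beforehand recovered 84.5%. With a 1.5-fold change, limma recovered 15.5% of the 200 genes among 6930 genes, edgeR 26% and DESeq2 26%, and the re-implemented noiseqbio test 10%. In the contrast over all exposed pools, limma recovered 33%, edgeR 45.5% and DESeq2 45.5% of these genes. In the pairwise comparison of these reads, 8.82% of calls were false with limma, 16.1% with edgeR, 3.70% with DESeq2 and 20% with noiseqbio. In the contrast over all exposed pools, 9.59% were false with limma, 12.5% with edgeR and 3.19% with DESeq2. In simulated reads without any change, limma, edgeR and DESeq2 each called 0 of 6934 genes, as did the noiseqbio form listed beforehand. Among 6934 such genes, the noiseqbio forms whose null uses means over whole clusters called 5779 and 6046. All simulated genes were drawn independently with the same dispersion. Other splits of the real pools gave up to 45 limma calls at 0.5 mg/L, so the simulated pools may vary less than the real ones. The recovered shares apply only to genes above 50 CPM.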

Seventy-one percent of detected DEGs were significant in only one exposure relative to control (Fig. 4). 

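The 2 genes that limma called were each called in 1 exposure. At 10 mg/L, pde6hb had a log2 fold change of -0.65 (standard error 0.19, adjusted p = 0.967 from limma), and at 2 mg/L, hsp90aa1.2 had a log2 fold change of -0.89 (standard error 0.22, adjusted p = 0.816 from limma). With the noiseqbio form listed beforehand, 7 of the 8 called genes (87.5%) were called in 1 exposure.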

Surprisingly, the highest number of DEGs was detected at the lowest exposure concentration, possibly indicating changing tolerance (Andrade et al. 2017) to HFPO-DA across the exposures, or a non-monotonic dose response (Z. H. Li et al. 2013). 

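Differences between the exposures were tested directly with limma's moderated F test over the 16 exposed pools, leaving out the control pools. It called 0 of 6933 genes, with 305 at an unadjusted p under 0.05 and a smallest adjusted p of 0.581. edgeR's quasi-likelihood test of the same question called 3 genes. From the larger number of calls at the lowest exposure, the paper proposes a changing tolerance or a response that is not monotonic.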

The ten most upregulated and downregulated genes in each exposure share functional similarities: Most of these genes are related to eye, neural, and vascular systems, metabolism/biosynthesis, gene expression regulation, and development (70%, 70%, 75%, and 80% in 0.5 mg/L, 1 mg/L, 2 mg/L, and 10 mg/L, respectively). Set A (1559 DEGs) and set S (38 DEGs) share GO terms (74 terms; 29.4% of set A, 55.22% of set S; Supplementary Tables S3, S4, S5, and S6) despite set S constituting only 2.4% of the total DEGs (Fig. 5). Set S was further analyzed since it consists of DEGs across all exposures.

Visual sensation begins with the excitation of opsins (such as *opn1mw1*, *opn1sw1*, and *opn1sw2*), which activate photoreceptor-specific G-protein transducin subunits, encoded by *gnat2* and *gngt2b* (Lagman et al. 2015; Tsujikawa and Malicki 2004). This initiation of the signaling cascade is followed by the activation of the PDE6 complex by *gnat2.* Zebrafish embryos are capable of shadow-induced startle response at 72 hpf once opsin expression has spread to cones (Easter and Nicola 1996). Furthermore, light-response hypoactivity has been reported in zebrafish exposed to 0.76 µM HFPO-DA (250 µg/L) until 120 hpf (Rericha et al. 2021). 

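The reads of dio3a were 2 in the 3 control pools and 42 in the 16 exposed pools, and 12 exposed pools were above all control pools. Its mean TMM-normalized value was 0.757 ± 0.574 (SD, n = 3) in control pools, 2.60 ± 1.24 (SD, n = 4) at 0.5 mg/L, 2.54 ± 1.31 at 1 mg/L, 3.33 ± 3.02 at 2 mg/L and 3.34 ± 1.99 at 10 mg/L. In 2 of the 3 control pools and 3 of the exposed pools it had 0 reads. limma gave an adjusted p of 0.980 for the exposed pools combined. The paper's qRT-PCR went the other way, with fold changes of 0.734 at 0.5 mg/L and 0.289 at 10 mg/L.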

Downregulation of *dio3a* is notable, as knockdown of *dio3a* previously demonstrated delays in eye development through the regulation of thyroid hormone (Bagci et al. 2015; Heijlen et al. 2014; Houbrechts et al. 2016). Downregulation of opsin expression and PDE6 complex subunits during light sensitivity development suggests a mechanism by which HFPO-DA could disrupt visual sensory response, while the downregulation of *dio3a* suggests the developmental delay is responsible for the decreased expression of genes related to the visual system. 

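At each exposure, the mean of the photoreceptor genes differed from control by less than 2 SD of the 3 control pools. That SD describes single pools and is not a test of the group means. For the exposed pools combined, the exact two-sided permutation test with the pool as the unit gave p = 0.0248, not adjusted for the other gene sets. Among the exposed pools, 11 of 16 were below all control pools and 1 was above them. The lens crystallin genes, which the same pools cover with 37 genes, had a mean log2 fold change of 0.08 in the exposed pools combined. Their camera p was under 0.05, but camera compares a set with the other genes. The median log2 fold change of all genes was -0.05, and 16 of the 37 crystallin genes were below 0. No test with the pool as the unit was run on them, so whether they are a flat reference for the eye is open. From the fall of opsin and PDE6 genes at an age when light sensitivity develops, the paper proposes a mechanism for a disturbed visual response, and from the direction it gives for dio3a it proposes a developmental delay.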

Light-response assays during advanced developmental stages are needed to confirm these genotype–phenotype correlations induced by HFPO-DA exposures.

Glutamate decarboxylase *gad1b*, which is downregulated in exposed embryos, acts downstream of the Krebs (tricarboxylic acid) cycle to produce gamma-aminobutyric acid (GABA) (Buddhala et al. 2009). *gad1b* is regularly differentially expressed when GABAergic activity is affected by chemical exposure (Filippi et al. 2014; Yu et al. 2017), and its knockdown is reported to induce craniofacial defects in zebrafish embryos (O’Connor et al. 2019). Downregulated genes *dpysl5b* and *nsfa* are essential for axon development (Takeuchi et al. 2017) and the neuroendocrine system (Kurrasch et al. 2009; Woods et al. 2006), respectively. Decreased *gad1b*, *nsfa*, and *dpys5b* expression may indicate HFPO-DA interference with embryo neurotransmission at 72 hpf via GABA biosynthesis and neural development inhibition. Although exposures up to 26.4 mg/L HFPO-DA until 144 hpf suggested no neurodevelopmental toxicity (Gaballah et al. 2020), hypoactivity in dechorionated zebrafish embryos exposed to 250 µg/L HFPO-DA until 120 hpf suggests neurodevelopmental effect (Rericha et al. 2021).

Upregulated gene *fbxl22* encodes the substrate binding subunit of SCF-E3 ligase (Hughes et al. 2020) responsible for the ubiquitination and regulation of sarcomeric proteins. *fbxl22* overexpression induces atrophy and degradation of essential sarcomeric proteins in mouse skeletal muscle (Hughes et al. 2020), while knockdown in zebrafish embryos severely impairs muscle contraction (Spaich et al. 2012). Furthermore, *fbxl22* overexpression and subsequent sarcomere disassembly have been described in cardiomyocyte regeneration at sites of injury (Beisaw et al. 2020). *col22a1* and *znfl2a* are associated with the development and maintenance of zebrafish vascular systems (Qian et al. 2005); overexpression of *col22a1* has been shown to rescue an increased vascular permeability phenotype in homozygous *col22a1* mutants (Ton et al. 2018)*. col22a1* knockdown has further been shown to induce muscular dystrophy and muscle fiber detachment in zebrafish embryos (Charvet et al. 2013). Although the DEGs in this study provide no direct evidence for HBPM increase, the upregulation of *fbxl22* may indicate cardiac stress and vascular effect via upregulation of *col22a1 and znfl2a*, while *col22a1* upregulation may be relevant to scoliosis phenotype at 4000 to 12,000 mg/L HFPO-DA exposures. 

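A list of 63 heart genes, written in advance and including fbxl22, had 26 genes that passed the filter. Their mean log2 fold change in the exposed pools combined was 0.19, with 17 genes above 0 and a camera p under 0.05. In an exact two-sided permutation test with the pool as the unit, p was 0.197. With only genes above 10 CPM, the mean log2 fold change of the set was 0.031. Of the 16 exposed pools, 6 were above all control pools and 2 below them.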

Increased HBPM at 2 mg/L and 10 mg/L HFPO-DA may be a manifestation of cardiovascular stress, but the mechanism of action is unclear without additional loss-of-function/gain-of-function experiments coupled with histological and angiographic data. Clusters of downregulated vision and neurogenesis genes and upregulated cardiovascular genes (Fig. 5) suggest system-specific adverse effects of HFPO-DA exposure.

High-level exposures toxicity studies of novel chemicals or unknown mechanisms of action are necessary to determine toxicological potential, derive lethal concentration parameters, identify morphological, physiological, and molecular toxicity targets, and anticipate adverse effects during potential acute and cumulative chronic occupational and environmental exposures (Kakade et al. 2020). Both molecular mechanisms and the relationships between exposure concentration and toxic effects with time need to be considered to understand the toxicity of chemicals to a developing organism (Tennekes and Sánchez-Bayo 2013). Novel yet ubiquitous chemicals such as HFPO-DA potentially having non-specific receptor binding or involving slowly reversible binding to some receptors that do not contribute to toxicity may be time-dependent; however, their effects may also depend primarily on the exposure concentration, with time playing a minor role. Consequently, the mechanism of toxicity has important implications for risk assessment (Tennekes and Sánchez-Bayo 2013). Conventional toxicity testing relies on extensive observations of phenotypic endpoints in vivo. The utility of novel materials and chemicals mandates a better understanding of the morphological, physiological, genetic, and molecular targets and changes occurring in exposed biological systems.

Our experimental design has several limitations: Pooling whole embryos and larvae does not address individual variation or tissue- or cell type-specific effects, likely resulting in a loss of tissue-specific markers and organ-targeting toxicity of HFPO-DA. Nonetheless, several genes affecting visual and cardiovascular systems suggest HFPO-DA tissue-specific effects might be of further interest. While generally, there is a significant correlation between gene transcription and protein synthesis (Maier et al. 2009), we did not assess the HFPO-DA effects post-transcriptionally. HBPM was the only in vivo quantified physiological phenotype combined with gene expression at 0.5 mg/L, 1 mg/L, 2 mg/L, and 10 mg/L HFPO-DA. Because increased lethality, malformation, and neurodevelopmental toxicity with extended exposures to other PFAS (past 80 hpf or 96 hpf) have been reported (Gebreab et al. 2020; Huang et al. 2010; Mylroie et al. 2021), we recommend that future studies focus on sublethal concentration and extend the exposure time to swimming and feeding young larvae, thus allowing for behavioral assays. Histology or in situ hybridization analyses are complements to gene expression when evaluating HFPO-DA-induced organ-specific genotype–phenotype correlations.

Transcriptomics allows for detecting organisms’ responses to environmental, chemical, and physical agents by directly measuring the molecular alterations (Kinaret et al. 2020; Serra et al. 2020). In this study, we intergraded classical in vivo developmental toxicology with toxicogenomics to the characterization of the mechanism of action (MOA) and molecular targets of HFPO-DA. We report altered HBPM, morphological changes including scoliosis and edema at lethal HFPO-DA concentrations, and effects on the expression of genes relevant to the development of nervous and cardiovascular systems in zebrafish embryos assayed from 3 to 72 hpf. While we report HFPO-DA-induced alterations at extremely high exposures that are 10^4^- to 10^9^-fold higher than levels detected at sites contaminated with HFPO-DA, our study identifies adverse effects, corresponding molecular targets (Alexander-Dann et al. 2018), and biological pathways affected by HFPO-DA during early zebrafish development. Adverse effects and altered phenotypes in this study are observed only at extremely high acute exposure concentrations and were not detected during low-level exposures (Gaballah et al. 2020). Our data on exposure time, dose, complex endpoint selection, and potential targets of toxicity during animal development are important to better understand and predict HFPO-DA chemical toxicity potential. To our knowledge, this is the first study to examine the effects of HFPO-DA exposure on heart physiology and gene expression through shallow RNA-Seq. As the next phase of further assessing HFPO-DA toxicity potential, we recommend longer chronic exposures at environmentally relevant concentrations and considering phenotypes and molecular targets identified in our study.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1 Supplementary Tables, shallow RNA-Seq data tables

Supplementary file2 Supplementary Materials, including data tables and figures

## Data Availability

The shallow RNA-Seq datasets generated and analyzed during the current study are available in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE198976 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198976). All datasets used and analyzed during the current study are available from the corresponding author upon reasonable request.

## Abbreviations

*HBPM*: Heart beats per minute
*hpf*: Hours post-fertilization
*HFPO-DA*: Hexafluoropropylene oxide-dimer acid
*PFAS*: Per- and polyfluoroalkyl substances

# Supplementary material for: Toxicity assessment of hexafluoropropylene oxide-dimer acid on morphology, heart physiology, and gene expression during zebrafish (Danio rerio) development
**Source:** Environ Sci Pollut Res Int. 2022 Dec 3;30(12):32320–36. doi: 10.1007/s11356-022-24542-z
**Supplement:** Supplementary file 2 — Supplementary file2 Supplementary Materials, including data tables and figures

**Supplementary Table 1, Chemical structures of select poly- and per-fluoroalkyl substances.**

| **Chemical** | **Structure** |
| --- | --- |
| PFOA | 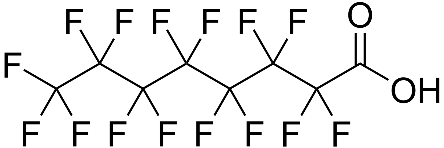 |
| HFPO-DA | 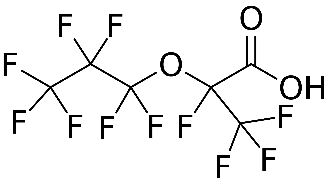 |
| PFNxS | 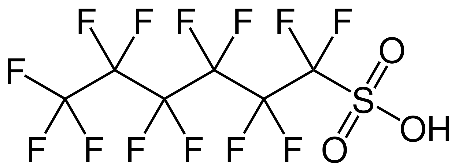 |
| PFNA | 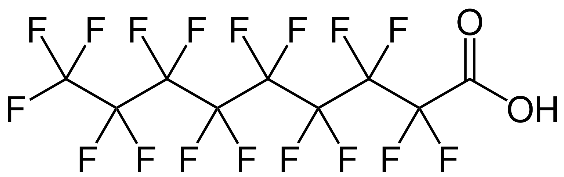 |
| PFBS | 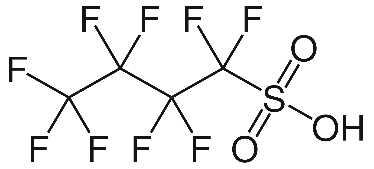 |
| PFBA | 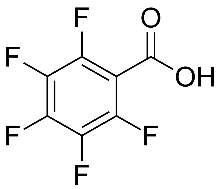 |

**Supplementary Table 2, Titrated survival.**

| **Exposure (mg/L)​** | **Total Embryos​** | **% Mean Survival ± SD​** | **% Unhatched​** | **Mean Morphology Score​ ± SD** |
| --- | --- | --- | --- | --- |
| 0​ | 120​ | 92.86 ± 7.26​ | 4.17​ | 1 ± 0​ |
| 1000​ | 60​ | 86.67 ± 10.33​ | 1.67​ | 1.16 ± 0.51 |
| 4000​ | 60​ | 68.33 ± 21.37​ | 11.67​ | 2.37 ± 0.97​ |
| 6000​ | 60​ | 63.33 ± 13.66​ | 15​ | 2.64 ± 1.22​ |
| 8000​ | 130​ | 43.85 ± 27.55​ | 14.62​ | 3.04 ± 0.93​ |
| 10000​ | 80​ | 36.25 ± 29.73​ | 11.25​ | 3.21 ± 0.77​ |
| 12000​ | 80​ | 8.75 ± 8.35​ | 2.5​ | 3.17 ± 0.75​ |
| 16000​ | 80​ | 10 ± 16.035​ | 3.75​ | 3.75 ± 0.4​6 |
| 20000​ | 90​ | 1.11 ± 3.33​ | 1.11​ | 3* |

*Only one embryo survived in the 20000 mg/L exposure.

Number of embryos, percent mean survival, mean morphology scores, and percent unhatched zebrafish embryos from titrated HFPO-DA exposures are shown. Morphology scores were calculated from surviving larvae. All exposure media were titrated to pH 6.6 – 7.6. Zebrafish embryos were exposed from 3 to 72 hpf; survival and morphology were recorded at 72 hpf.

**Supplementary Table 3, qRT-PCR primers.**

| **Gene​** | **Accession​** | **Forward (F) /Reverse (R)​** | **Primers (5' - 3')​** |
| --- | --- | --- | --- |
| *cdk5r2a​* | [NM_001017569.1](https://www.ncbi.nlm.nih.gov/nucleotide/NM_001017569.1?report=genbank&log$=nuclalign&blast_rank=27&RID=VZ235ENK013)​ | (F)​ | ACCTGGACCGCTAAGTTTGG​ |
|  |  | (R)​ | AACGCTCCTCACACCTTCAG​ |
| *dio3a​* | [NM_001256003.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_001256003)​ | (F)​ | TAAAAGGGAAGCGGAGCGTC​ |
|  |  | (R)​ | CGGGAGAATGAGCAGACACA​ |
| *dpysl5b​* | [NM_001020515.1](https://www.ncbi.nlm.nih.gov/nucleotide/NM_001020515.1?report=genbank&log$=nuclalign&blast_rank=2&RID=VZ0J9B7W013)​ | (F)​ | CTGGATCTGGGCATCAGTGG​ |
|  |  | (R)​ | GCCTGGACCACCTTACCTTG​ |
| *fbxl22​* | [NM_001013279.2](https://www.ncbi.nlm.nih.gov/nucleotide/NM_001013279.2?report=genbank&log$=nuclalign&blast_rank=1&RID=VZ2JS0TM013)​ | (F)​ | GAGTGGACTTTTGCCGCAATGTG​ |
|  |  | (R)​ | AGGTCACAACGGTCAGTCAAGAG​ |
| *gpn1​* | [NM_001003633.1](https://www.ncbi.nlm.nih.gov/nucleotide/NM_001003633.1?report=genbank&log$=nuclalign&blast_rank=4&RID=VZ31KUWZ01R)​ | (F)​ | GACACTCCAGGGCAAATAGAGGTG​ |
|  |  | (R)​ | CAGGGAAAAGAAGAGGCCAGTGC​ |
| *lhfpl3​* | [NM_001003444.1](https://www.ncbi.nlm.nih.gov/nucleotide/NM_001003444.1?report=genbank&log$=nuclalign&blast_rank=7&RID=VZ589FTA013)​ | (F)​ | CAGAGGCCGCCAAGATCTAC​ |
|  |  | (R)​ | CCGATCCAGTAGGGCTGAAC​ |
| *ncf1​* | [NM_001030071.2](https://www.ncbi.nlm.nih.gov/nucleotide/NM_001030071.2?report=genbank&log$=nuclalign&blast_rank=3&RID=VZ5HE6Y4013)​ | (F)​ | CACCACCACCAAGAAGGTCG​ |
|  |  | (R)​ | GCTCTGTTTCCGGTAGCTGT​ |
| *prph2a​* | [NM_131566.1](https://www.ncbi.nlm.nih.gov/nucleotide/NM_131566.1?report=genbank&log$=nuclalign&blast_rank=10&RID=VZ5VS3PV013)​ | (F)​ | ATGGAGTTCCGATGCTGTGG​ |
|  |  | (R)​ | GCTGCTGATTCGGTCTTTGAC​ |
| *smarcd1​* | [NM_198358](https://www.ncbi.nlm.nih.gov/nuccore/NM_198358)​ | (F)​ | CATGCCAGTAATGGACCCGT​ |
|  |  | (R)​ | TTCTTGGCATGTTGGTTGCG​ |
| *traf4b​* | [NM_212817](https://www.ncbi.nlm.nih.gov/nuccore/NM_212817)​ | (F)​ | AGGAGTGTTCACATGCCCAGAAG​ |
|  |  | (R)​ | AGCGGATGGGCAAAGAGAGAATC​ |
| *ube2a​* | [NM_201273](https://www.ncbi.nlm.nih.gov/nuccore/NM_201273)​ | (F)​ | GCTGTTGTGTTGTGGTCTCC​ |
|  |  | (R)​ | CGAGCAGCCAACATGTGAAT​ |
| *tmem50a​* | [NM_213529.2](https://www.ncbi.nlm.nih.gov/nucleotide/NM_213529.2?report=genbank&log$=nuclalign&blast_rank=4&RID=VZ8MA3DM016)​ | (F)​ | GTAGGAGACGGAAGACTGCG​ |
|  |  | (R)​ | TTCTGCTGATCTGACCTTGAG​ |
| *ef1a​* | [NM_131263](http://ahttps/zfin.org/ZDB-GENE-990415-52#marker-relationship)​ | (F)​ | CTACCCTCCTCTTGGTCGCT​ |
|  |  | (R)​ | GGAACGGTGTGATTGAGGGAA​ |
| *actb1​* | [NM_131031](https://www.ncbi.nlm.nih.gov/nuccore/NM_131031)​ | (F)​ | TTCAGTGCACGCTGAGAAGAT​ |
|  |  | (R)​ | CAACCATCACTCCCTGATGTC​ |
| *ugt5d1​* | [NM_001177496.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_001177496)​ | (F)​ | AGCAGGGGGAGTGTTTTTAGCAC​ |
|  |  | (R)​ | TCGGAGATGGTGCGATAGCAAAG​ |

**Supplementary Table 4, Untitrated survival.**

| **Exposure (mg/L)** | **Trials​** | **Total Embryos​** | **Mean % Survival ± SD​** | **Mean pH ± SD​** |
| --- | --- | --- | --- | --- |
| 0​ | 17​ | 390​ | 94.38 ± 4.88​ | 6.79 ± 0.13​ |
| 10​ | 8​ | 180​ | 95.94 ± 6.81​ | 5. 70 ± 0.79​ |
| 25​ | 12​ | 275​ | 85.83 ± 14.02​ | 5.08 ± 1.01​ |
| 50​ | 8​ | 190​ | 59.79 ± 31.34​ | 4.30 ± 0.74​ |
| 60​ | 3​ | 60​ | 35 ± 48.22​ | 4.32 ± 1.20​ |
| 75​ | 9​ | 247​ | 24.28 ± 40.29​ | 3.97 ± 0.75​ |
| 100​ | 15​ | 354​ | 22.48 ± 37.05​ | 3.69 ± 0.31​ |
| 150​ | 11​ | 264​ | 12.73 ± 28.67​ | 3.43 ± 0.21​ |

Numbers of trials, percent survival, and pH of zebrafish embryos exposures to untitrated HFPO-DA are shown. A minimum of 10 and a maximum of 75 embryos were exposed from 3 to 72 hpf. Survival and pH were recorded at 72 hpf.

**Supplementary Table 5, HBPM at low exposure concentrations.**

| **hpf​** | **Exposure (mg/L)​** | **Total Embryos​** | **Mean HBPM ± SD​** |
| --- | --- | --- | --- |
| 24​ | 0​ | 54​ | 63.89 ± 13.72​ |
| 24​ | 0.5​ | 53​ | 65.32 ± 12.5​ |
| 24​ | 1​ | 54​ | 67.89 ± 14.37​ |
| 24​ | 2​ | 56​ | 71.57 ± 13.72​ |
| 24​ | 10​ | 44​ | 74.59 ± 12.04​ |
| 48​ | 0​ | 52​ | 128.96 ± 11.48​ |
| 48​ | 0.5​ | 50​ | 128.36 ± 9.94​ |
| 48​ | 1​ | 54​ | 134.52 ± 12.14​ |
| 48​ | 2​ | 54​ | 138.56 ± 11.38​ |
| 48​ | 10​ | 43​ | 139.58 ± 12.53​ |
| 72​ | 0​ | 49​ | 153.71 ± 10.34​ |
| 72​ | 0.5​ | 50​ | 156.56 ± 13.01​ |
| 72​ | 1​ | 50​ | 160.12 ± 10.15​ |
| 72​ | 2​ | 49​ | 161.8 ± 13.2​ |
| 72​ | 10​ | 38​ | 166.16 ± 11.33​ |

HBPM were measured for zebrafish embryos exposed to 0.5 – 10 mg/L HFPO-DA in titrated exposure media at 24, 48, and 72 hpf. Zebrafish embryos were exposed from 3 to 72 hpf. Exposure to titrated HFPO-DA increased HBPM of embryos at all observed timepoints.

**Supplementary Table 6, HBPM at high exposure concentrations.**

| **hpf​** | **Exposure (mg/L)​** | **Total Embryos​** | **Mean HBPM ± SD​** |
| --- | --- | --- | --- |
| 24​ | 0​ | 29​ | 70 ± 8.59​ |
| 24​ | 1000​ | 28​ | 62.64 ± 8.43​ |
| 24​ | 4000​ | 24​ | 56.17 ± 8.59​ |
| 24​ | 6000​ | 22​ | 55.55 ± 12.03​ |
| 24​ | 8000​ | 13​ | 56.62 ± 7.18​ |
| 24​ | 10000​ | 9​ | 56.67 ± 6​ |
| 24​ | 12000​ | 1​ | 56 ± NA*​ |
| 48​ | 0​ | 29​ | 140.14 ± 12.11​ |
| 48​ | 1000​ | 29​ | 136.21 ± 12.52​ |
| 48​ | 4000​ | 27​ | 130.30 ± 18.96​ |
| 48​ | 6000​ | 22​ | 119.73 ± 27.82​ |
| 48​ | 8000​ | 13​ | 107.08 ± 13.51​ |
| 48​ | 10000​ | 9​ | 124 ± 9.38​ |
| 48​ | 12000​ | 1​ | 138 ± NA*​ |
| 72​ | 0​ | 29​ | 163.66 ± 167.97​ |
| 72​ | 1000​ | 29​ | 159.31 ± 163.55​ |
| 72​ | 4000​ | 27​ | 139.48 ± 150.54​ |
| 72​ | 6000​ | 22​ | 146 ± 157.15​ |
| 72​ | 8000​ | 13​ | 133.7 ± 140.67​ |
| 72​ | 10000​ | 9​ | 142.67 ± 148.47​ |
| 72​ | 12000​ | 1​ | 160 ± NA*​ |

HBPM were measured for zebrafish embryos exposed to 1000 – 12000 mg/L HFPO-DA in titrated exposure media at 24, 48, and 72 hpf. Zebrafish embryos were exposed from 3 to 72 hpf. HBPM were only recorded for surviving embryos; survival was significantly decreased from 4000 mg/L to 20000 mg/L. The lack of SD at 12000* mg/L and the lack of data at 20000 mg/L exposures were due to high mortality rates.

**Supplementary Table 7, Media HFPO-DA analysis**

| **Exposure Concentration**  **(mg/L)​** | **Time​-aged (h)** | **Measured Concentration (mg/L)​** | **Deviation​ (%)** |
| --- | --- | --- | --- |
| 0.5 | 0​ | 0.54​ | 8​ |
| 0.5 | 24​ | 0.47​ | 6​ |
| 0.5 | 48​ | 0.5​ | 0​ |
| 0.5 | 72​ | 0.44​ | 12​ |
| 1 | 0​ | 0.88​ | 12​ |
| 1 | 24​ | 1.3​ | 26​ |
| 1 | 48​ | 1.1​ | 10​ |
| 1 | 72​ | 0.95​ | 5​ |
| 2 | 0 ​ | 2.3​ | 16​ |
| 2​ | 24​ | 2.1​ | 4.5​ |
| 2​ | 48​ | 1.9​ | 5.5​ |
| 2 | 72​ | 2.2​ | 11.5​ |
| 10​ | 0​ | 9.1​ | 9​ |
| 10​ | 24​ | 9.9​ | 1​ |
| 10​ | 48​ | 11​ | 10​ |
| 10​ | 72​ | 8.5​ | 15​ |
| 1000​ | 0​ | 1070​ | 7​ |
| 1000​ | 24​ | 980​ | 2​ |
| 1000​ | 48​ | 920​ | 8​ |
| 1000​ | 72​ | 1100​ | 10​ |
| 4000​ | 0​ | 4080​ | 2​ |
| 4000​ | 24​ | 4420​ | 10.5​ |
| 4000​ | 48​ | 3730​ | 6.75​ |
| 4000​ | 72​ | 3880​ | 3​ |
| 6000​ | 0​ | 5670​ | 5.5​ |
| 6000​ | 24​ | 5400​ | 10​ |
| 6000​ | 48​ | 6030​ | 0.5​ |
| 6000​ | 72​ | 6340​ | 5.67​ |
| 8000​ | 0​ | 7460​ | 6.75​ |
| 8000​ | 24​ | 7520​ | 6​ |
| 8000​ | 48​ | 8090​ | 1.13​ |
| 8000​ | 72​ | 7810​ | 2.38​ |
| 10000​ | 0​ | 10300​ | 3​ |
| 10000​ | 24​ | 12500​ | 25​ |
| 10000​ | 48​ | 11000​ | 10​ |
| 10000​ | 72​ | 11700​ | 17​ |
| 12000​ | 0​ | 11200​ | 6.67​ |
| 12000​ | 24​ | 14800​ | 23.33​ |
| 12000​ | 48​ | 12040​ | 0.33​ |
| 12000​ | 72​ | 13100​ | 9.17​ |
| 16000​ | 0​ | 17700​ | 10.63​ |
| 16000​ | 24​ | 15900​ | 0.63​ |
| 16000​ | 48​ | 14600​ | 8.75​ |
| 16000​ | 72​ | 19100​ | 19.38​ |
| 20000​ | 0​ | 21200​ | 6​ |
| 20000 | 24​ | 17800​ | 11​ |
| 20000 | 48​ | 18500​ | 7.5​ |
| 20000 | 72​ | 20700​ | 3.5​ |

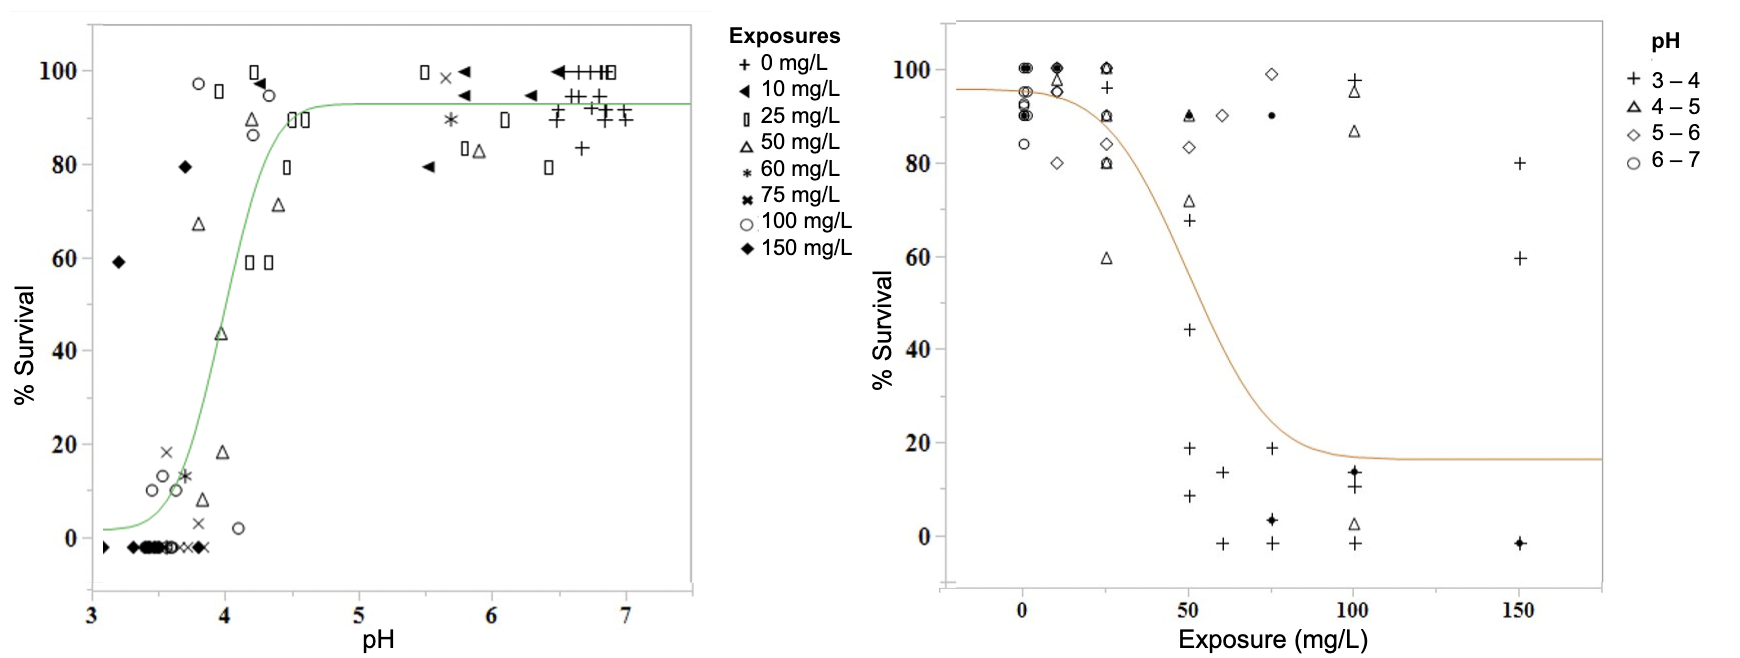

**Figure S1, Survival and pH. Correlation between percentage survival and exposure media parameters at 72 HPF.** A) Percent survival and pH of untitrated exposure media (R^2^ = 0.80). B) Percent survival and untitrated HFPO-DA concentration (R^2^ = 0.65). Survival of embryos exposed to untitrated HFPO-DA resulted in lower lethal concentrations than with titrated HFPO-DA. The correlation between pH and survival is higher than of HFPO-DA concentration and survival. Points represent trials of at least 10 embryos. Curves were fit using Probit analysis.​

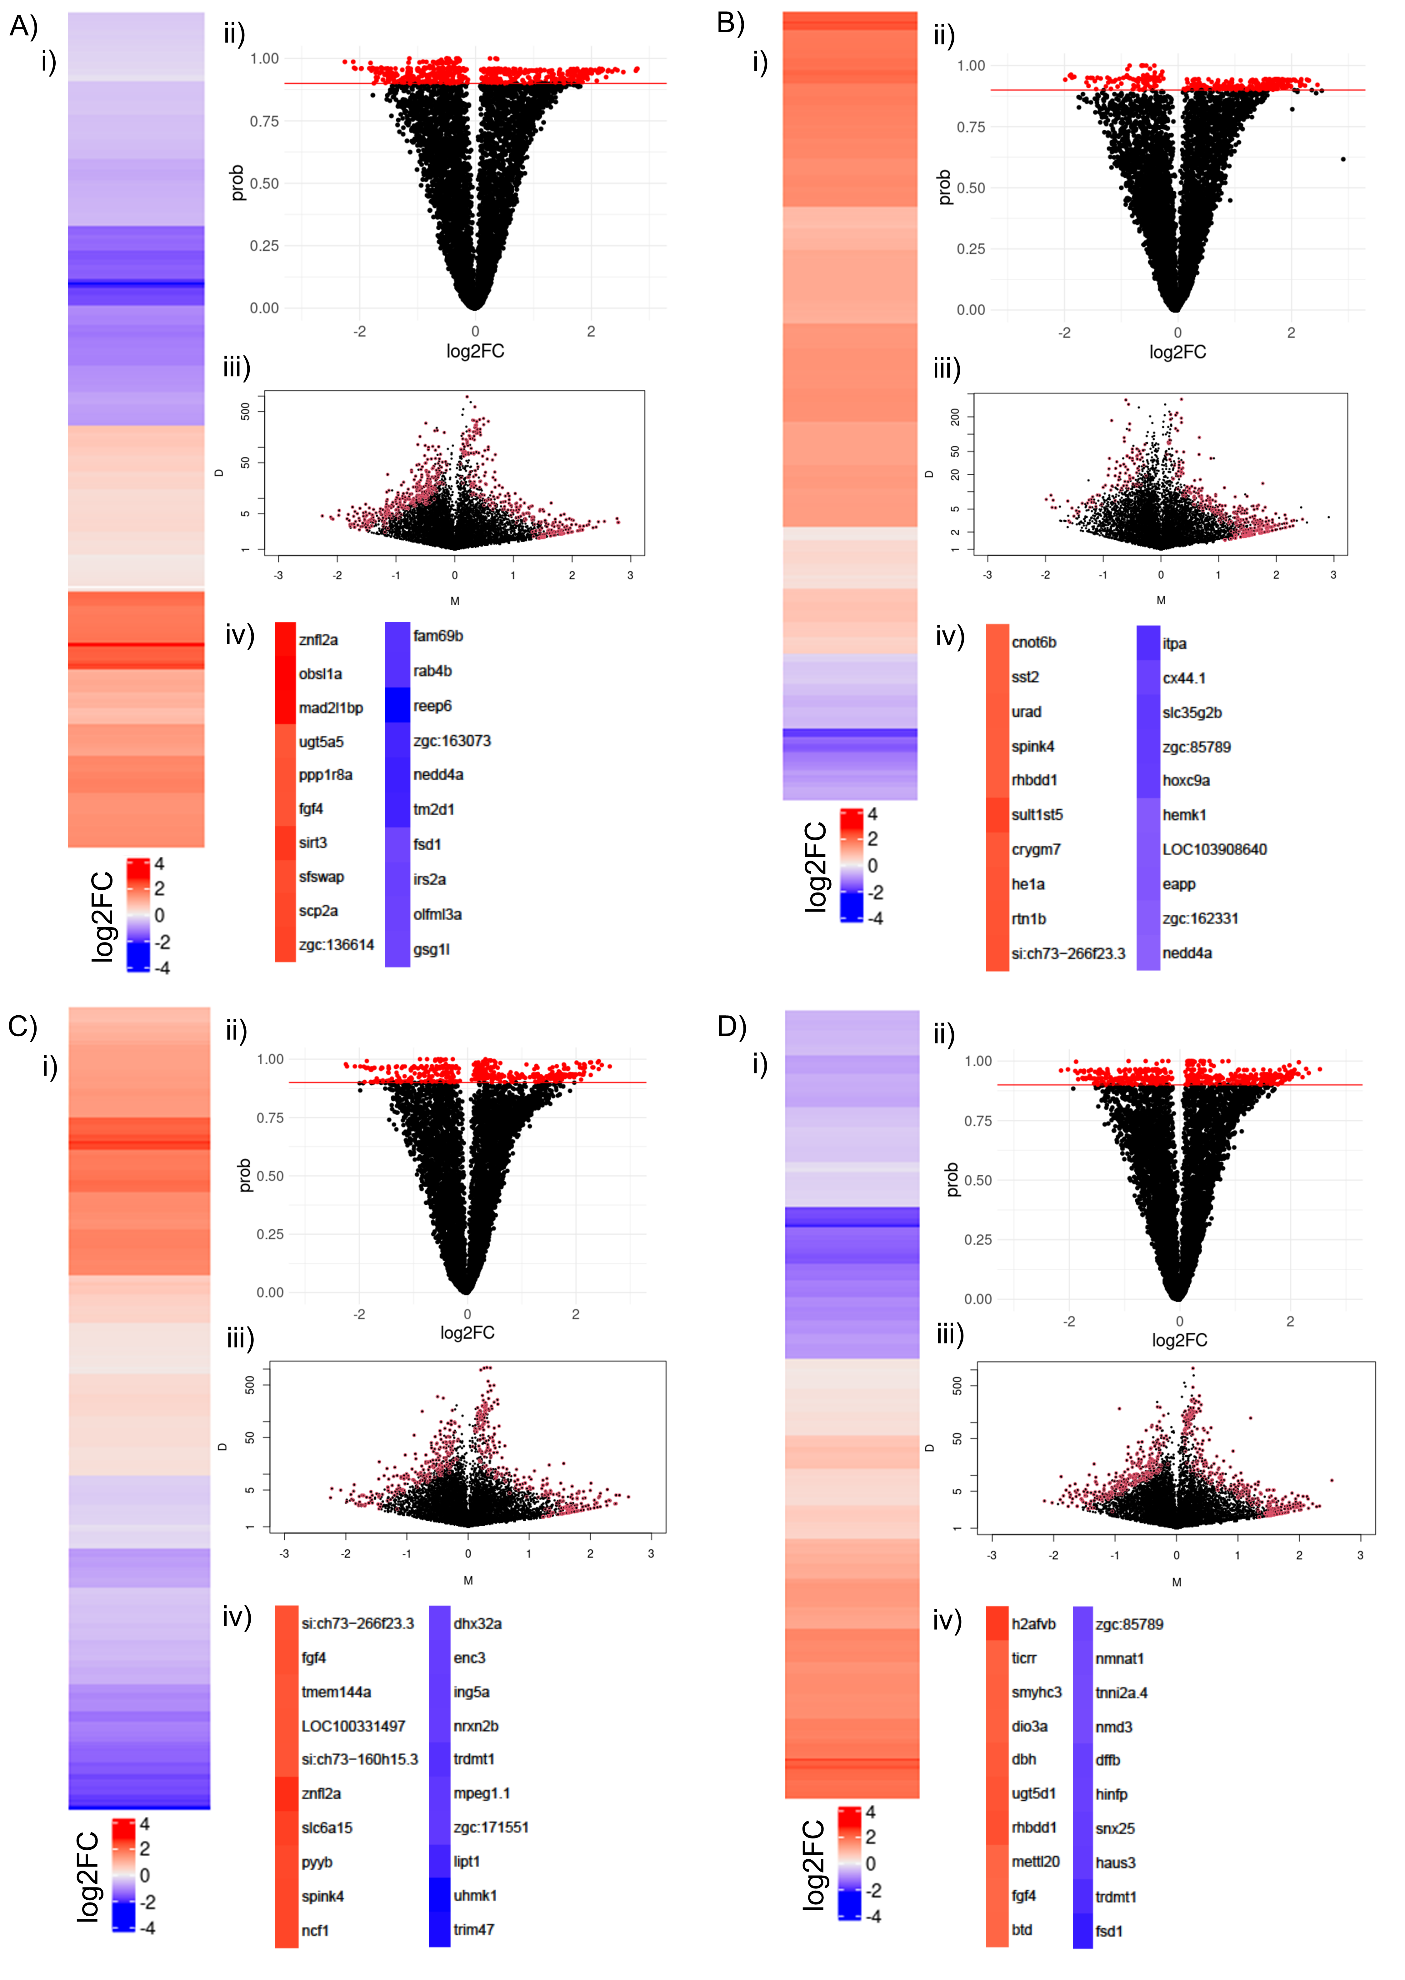

**Figure S2,** **Differentially expressed gene (DEG) expression (FDR < 0.1) between control and 0.5, 1, 2, and 10 mg/L HFPO-DA exposures on zebrafish embryos at 72 hpf.** Relative to the control condition, there were A) 616 DEGs in the 0.5 mg/L exposure, B) 487 DEGs in the 1 mg/L exposure, C) 514 DEGs in the 2 mg/L exposure, and D) 584 DEGs in the 10 mg/L. Log_2_ fold changes were calculated using 3-4 biological replicates in the NOISeq R package. Heatmaps (i) show up- (red) and down- (blue) regulation of genes within each set hierarchically clustered using Ward’s method. Each column represents an exposure, and each row represents a gene. Volcano plots (ii) show probability of differential expression (0 to 1) plotted against log_2_ fold change from -3 to 3 (0.125- to 8- fold change). Red points have probabilities higher than a threshold of 0.9 (indicated by red line) and are significant. Mean-difference (MD) plots (iii) show absolute difference of expression (D) plotted against log_2_ fold change (M). The top and bottom 10 expressed genes are listed in (iv) for each exposure.

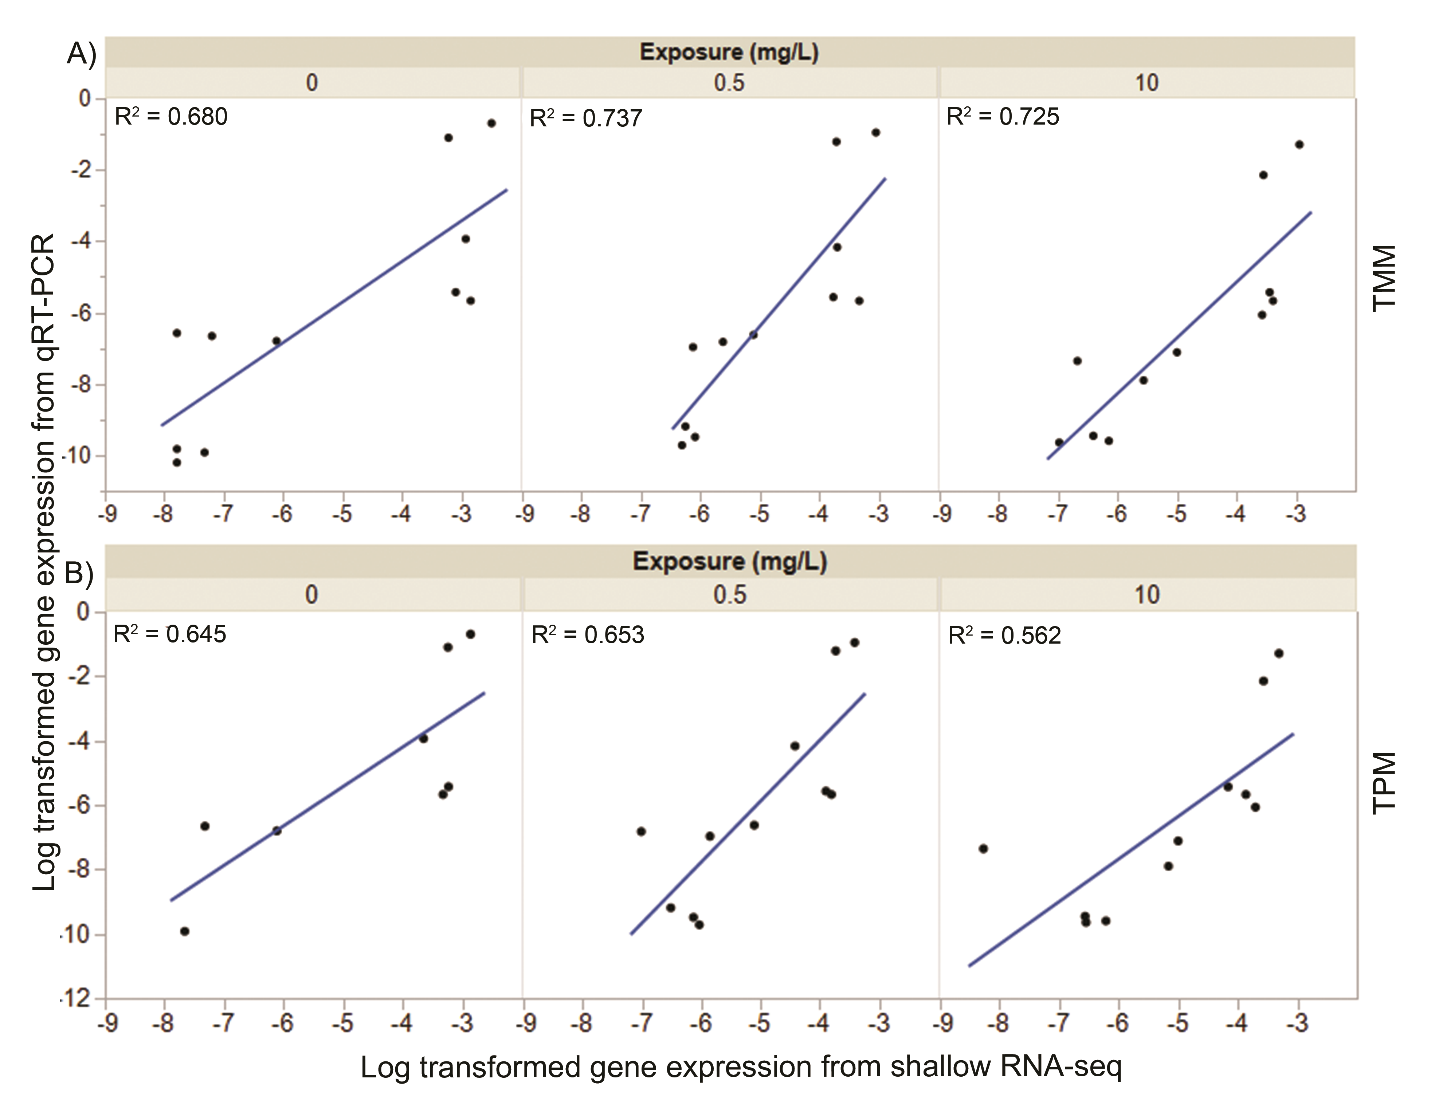

**Figure S3. Correlations of qRT-PCR and shallow RNA-Seq gene expression normalized to housekeeping gene.** Y-values represent log_e_-transformed gene expression calculated from ∆Cts in qRT-PCR. X-values represent log_e_-transformed A) TMM- and B) TPM-normalized, then housekeeping gene *actb1*-normalized gene expression from shallow RNA-Seq results. Genes were selected from highly upregulated (6) and downregulated (5) differentially expressed genes (relative to control) based on shallow RNA-Seq.

How the deposited data were processed for this re-analysis (not part of the article)

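Whole zebrafish embryos were pooled at 72 hpf, 8 to 10 per pool, after exposure to 0, 0.5, 1, 2 or 10 mg/L HFPO-DA. Values of 19 of the 20 pools of the study were analysed: 3 control pools and 4 pools per exposure. A control pool that the sample labels describe as an outlier was not analysed here. Each pool's condition was taken from the sample labels, and each pool was treated as 1 replicate.

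The authors sorted the reads by barcode, trimmed them, removed ribosomal RNA, mapped the reads to GRCz10, removed copies with the same molecular identifier, counted them on genes and applied TMM normalization. The paper states that genes above 2.75 CPM on average were then selected, and the deposited values also list genes below this mean. The deposited values are a signal, namely TMM-normalized gene expression, with 1 column per pool and 9368 genes, and no other columns of values (0). Zeros had been replaced by 0.5 reads before scaling. This was seen from the values: in every library, the smallest value was shared by many genes, and 100% of the other values were whole multiples of the value of 1 read. Whole reads per gene were recovered from these multiples, and edgeR and DESeq2 were used only on them.

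The pools held between 104350 and 581494 reads on genes. A gene with 3 or fewer reads in every pool of a group is at the floor, and no fold change is given against such a group. Gene names are those of the deposited values, apart from pde6hb, which is listed there under the name of a cDNA clone, and col22a1, which is listed as prp, under synonyms that the RefSeq annotation of GRCz12tu gives. No coordinates are given, since the reads were mapped to another build.

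The main comparisons used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, two-sided) on log2 of the value plus 0.5, over the 6933 genes with a mean above 2.75 CPM. Each exposure was compared with control by itself. The mean of the 4 exposures was compared with control in 1 fit over 5 groups, and differences among the exposures were tested with the moderated F statistic. Genes with a Benjamini-Hochberg adjusted p under 0.1 were called. Photoreceptor, ribosomal protein and heart genes were tested as sets with limma's camera (inter-gene correlation 0.01). An exact permutation of the pools was added after the data had been seen. Its p-values are not adjusted across the sets, and it takes all pools as exchangeable. R2 between RNA-Seq and qRT-PCR was tested with 100000 permutations. The ratios of group means, which the paper reports as fold changes, were computed from the values as deposited.

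The limma, camera and R2 tests, the gene lists, the alternatives and the rule for the genes named in the text were written before the data were examined. The paper's own results from the same pools were known by then, so the gene lists are not independent of them. The rule names the 38 genes of Supplementary Table S5, the 11 genes of the qRT-PCR comparison with actb1, and the most changed of the genes called in the exposed pools combined whose control pools overlap no exposed pool, of which there were 0. Alternatives were a pseudocount of 0.1 or 2, no filter or a filter of 10 CPM, replaced zeros set to 0, rescaling to CPM, quantile normalization, limma without trend, a block for the replicate letters, 1 fit over 5 groups, an adjusted p under 0.05, edgeR 4.0.16, DESeq2 1.42.0, a re-implementation of noiseqbio, and leaving out each pool in turn. The letters a to d come from the sample labels and join different pools of embryos.

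The paper's noiseqbio test is part of NOISeq, which was not installed, so its statistic was re-implemented: standardised differences and log ratios with the 90th percentile of their errors, a null from values resampled 20 times within clusters of genes (15 at first), and a probability above 0.9. Only the null in which values were shuffled within clusters for each gene was listed beforehand. After its counts were seen, 3 other forms were tried: the same over all 9368 genes, and 2 forms with means over whole clusters. All 4 are reported.

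The tests of single genes were checked on simulated reads for the same genes and libraries, with 200 genes changed. limma's pairwise comparison recovered 99.5% of 4-fold changes among 6875 genes, edgeR 100% and DESeq2 97.5%. limma's F test recovered 100% of them among 6933 genes. The noiseqbio forms with cluster means called 96.6% and 96.7% false genes in the same 6875 genes and are given only because they were run. Other splits of the pools into groups were counted for every comparison, with 35 splits for each pairwise comparison and 100 random regroupings for the others.

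Gene ontology enrichment, survival, morphology, heart rate and tissue burden were not analysed here. For 10 mg/L, 381 of the paper's 584 calls could be read in the supplement as given, and counts over the paper's calls use these 381.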

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

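All tests named in this part were chosen after the result was seen. In 176 groups of 4 pools (library totals, gene set means and the named genes at each exposure), 15 had a pool set apart from the other 3, measured as its gap to the nearest pool divided by the group's range; chance gives about 9 in 176 groups.

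For the libraries, pool d at 1 mg/L had 581494 reads, against 137539 to 185581 in the other 3 (gap 0.892 of the range). Pool d at 10 mg/L had reads on 5835 genes, against 6954 to 7167 (0.840), and it was also the shallowest library. The mean log2 value of the ribosomal protein genes in pool b at 0.5 mg/L was 9.12, against 9.26 to 9.29 (0.846).

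Among the photoreceptor genes, opn1sw1 in pool d at 0.5 mg/L was at 639, against 750 to 761 (0.908). The gene opn1sw2 was at 175 in pool a at 0.5 mg/L, against 141 to 144 (0.920), and at 229.6 in pool c at 10 mg/L, against 144 to 148 (0.956). Pool b at 2 mg/L stood apart for cdk5r2a, at 36.5 against 21.7 to 23.6 (0.868), and for smarcd1, at 51.1 against 31.0 to 31.4 (0.979). The gene prp (col22a1) was at 66.3 in pool b at 1 mg/L, against 30.7 to 34.6 (0.890).

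Among genes with few reads, pool c at 0.5 mg/L was at 8.14 for both obsl1a, against 0.826 to 1.28 (0.938), and znfl2a, against 1.65 to 2.56 (0.859). At 10 mg/L, znfl2a was at 4.73 in pool b, against 0.524 to 1.21 (0.837). The gene ugt5d1 was at 4.95 in pool a at 0.5 mg/L, against 0.321 to 0.910 (0.873). For the clone-named gene of cluster S5, pool d at 0.5 mg/L was at 3.21, against 0.678 to 0.910 (0.908), and pool c at 1 mg/L was at 2.88, against 0.873 to 0.959 (0.957).

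Few reads are a candidate explanation for some of these pools. Genes with under 10 reads in the 3 control pools together had 6 pools set apart in 48 groups (12.5%), and the other genes had 6 in 108 groups (5.56%). The depth of the pool was tested as a second explanation: 4 of the 12 pools set apart in genes were the deepest or the shallowest library of their exposure, where chance gives 6, so depth does not account for them. The 6 pools set apart in genes with more reads cannot be told apart from chance, and since all pools of a group had the same exposure, no biological explanation was tested.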

How the results depend on the processing

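The alternatives were listed in advance, apart from 3 forms of the noiseqbio test that were chosen after seeing the data. With limma as planned, 0, 0, 1 and 1 genes were called at 0.5, 1, 2 and 10 mg/L, 2 in at least 1 exposure, 0 in all 4, 0 in the exposed pools combined and 0 among the exposures; at an unadjusted p under 0.05 these comparisons gave 430, 275, 336, 292, 330 and 305 genes (the last 2 for the combined contrast and among the exposures). Where a count changed, the cause was not tested.

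At 2 mg/L, at 10 mg/L and in at least 1 exposure, the count was 0 with only genes above 10 CPM, with replaced zeros set to 0, with limma without trend, with 1 fit over all 5 groups, and at an adjusted p under 0.05. A pseudocount of 0.1 gave 0 genes at 2 mg/L and 1 in at least 1 exposure, as did DESeq2. Quantile normalization gave 0 at 2 mg/L, 1 in at least 1 exposure and 1 in the exposed pools combined. Without a filter on the mean, 1 gene was called at 1 mg/L, 2 at 2 mg/L and 2 at 10 mg/L. edgeR's quasi-likelihood test called 2 genes at 2 mg/L, 5 in the exposed pools combined and 3 among the exposures. A pseudocount of 2 and rescaling to CPM left all 8 counts the same.

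With a block for the replicate letters, 29, 2 and 3 genes were called at 0.5, 1 and 2 mg/L, and 35 in at least 1 exposure. Shared letters went with little shared deviation on average. The mean correlation of deviations from the group means was 0.0156 between 36 pairs of pools with the same letter. For 108 pairs with different letters, it was -0.00511. For letter d alone it was 0.0695 (6 pairs), and for a, b and c it was 0.0112, 0.000489 and 0.00289. Pool d was the deepest library at 0.5, 1 and 2 mg/L and the shallowest at 10 mg/L. No control pool d was analysed, so an effect of letter d would enter the comparisons with control. The pools with the same letter are different embryos.

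The noiseqbio form listed beforehand called 1, 3, 2 and 3 genes at 0.5, 1, 2 and 10 mg/L and 8 in at least 1 exposure. Over all genes, chosen after seeing the data, it called 1, 4, 2 and 3, and 8. With cluster means and the error over the cluster's values, also chosen after seeing the data, it called 8162, 8044, 8140 and 8197 genes, 9343 in at least 1 exposure and 5748 in all 4. With cluster means and the error over pools, chosen last, it called 8489, 8489, 8599 and 8478, with 9356 in at least 1 exposure and 6604 in all 4. These 2 forms also called 5779 and 6046 of 6934 genes in simulated reads without a change.

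Leaving out each pool in turn gave from 0 to 46 genes at 0.5 mg/L, from 0 to 1 at 1 mg/L, from 0 to 8 at 2 mg/L and from 0 to 3 at 10 mg/L. The ranges were 0 to 50 genes in at least 1 exposure and 0 to 31 in the exposed pools combined. The upper values came from leaving out control pool a, except at 1 mg/L. Of the 31 genes, 26 are in the paper's set A. Without control pool b or c, 0 genes were called in any exposure.

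The photoreceptor genes fell and the ribosomal protein genes rose in every alternative that was run, each with a camera p under 0.05. The mean log2 fold change of the photoreceptor genes ranged from -0.53 to -0.27 when each pool was left out in turn, and was -0.25 without the filter on the mean. That of the ribosomal protein genes ranged from 0.06 (without control pool b) to 0.24 (without control pool a). The median log2 fold change of all genes was -0.05, and -0.11 with replaced zeros set to 0. The heart genes' mean log2 fold change was 0.031 with only genes above 10 CPM, where camera's p rose above 0.05. Leaving out each pool in turn gave from 0.11 to 0.31, with 0.13 and a camera p above 0.05 without control pool c.

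R2 between RNA-Seq and qRT-PCR was 0.337, 0.360 and 0.425 at 0, 0.5 and 10 mg/L with only the 6 genes above 10 CPM, no longer past the threshold of its permutation test, and kept its side in the other alternatives. Among 38 named genes in the fit, 1 changed sign. The log2 fold change of actb1 in the exposed pools combined, 0.025, became -0.015 with rescaling to CPM, -0.061 with quantile normalization and -0.027 with the replicate block. Leaving out each pool in turn moved it from -0.030 (without control pool b) to 0.086 (without control pool a). Over 1132 recomputed values of the named genes, 1115 kept their direction and their side of the threshold, 13 passed the threshold and 4 changed sign. In simulated reads with the same library sizes and numbers of pools, limma's pairwise comparison recovered 15.5% of 1.5-fold and 99.5% of 4-fold changes. Only genes above 50 CPM were changed, so these shares do not cover genes with few reads.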

Differences from the paper's values

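The paper reports 616, 487, 514 and 584 differentially expressed genes at 0.5, 1, 2 and 10 mg/L, 1559 in at least 1 exposure and 38 in all 4. With limma, the counts were 0, 0, 1 and 1, with 2 in at least 1 exposure and 0 in all 4; at an unadjusted p under 0.05 they were 430, 275, 336 and 292. None of the alternatives set before the data were examined closed any of these gaps: their largest counts were 46 at 0.5 mg/L, 3 at 1 mg/L, 8 at 2 mg/L, 3 at 10 mg/L and 50 in at least 1 exposure. In all 4 exposures they called 0.

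Several settings called genes that the paper calls and limma as planned does not. The replicate block called 25 of the paper's genes at 0.5 mg/L and 3 at 2 mg/L, and leaving out control pool a called 37 and 6 of them, with pde6hb at 2 mg/L included in both. Leaving out pool d at 0.5 mg/L called dpysl5b, and leaving out pool a at 1 mg/L or removing the filter on the mean called hsp90aa1.2 at 1 mg/L. Without the filter, hsp90aa1.2 at 2 mg/L was also called, as was gamt at 10 mg/L, which is in set A and which the paper calls at 1 and 2 mg/L, and edgeR called ada at 2 mg/L. In the exposed pools combined, edgeR called dpysl5b, lhfpl3, prph2a, pde6hb and ptgdsb.2, quantile normalization called opn1sw1, and leaving out control pool a called 31 genes, 26 of them in the paper's set A and 8 among its genes shared by all exposures. The noiseqbio form listed beforehand called 8 genes, all 8 in set A: opn1sw1, aldocb, gngt2b, acta1b, pde6hb, hsp90aa1.2, rpl14 and rpl27. The form over all genes, chosen after seeing the values, called atp6v0cb in place of acta1b. The genes ada, gamt, ptgdsb.2, acta1b, atp6v0cb, hsp90aa1.2, rpl14 and rpl27 are named here after their values were seen. The forms with cluster means, also chosen after seeing the values, called all 1559 genes of set A, within 9343 and 9356 genes.

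For cluster A4, the paper gives 95.6% upregulated. Over gene and exposure, 4.07% of the ratios of group means were above control in the values and 95.9% below. No alternative applied to this share, which uses the values as deposited. The fold changes that the paper lists for set A are the same as these ratios, with a largest difference of 0. Those listed for cluster A4 therefore also lie mostly below control. For cluster A6, the paper gives 100% downregulated, and 83.6% of the ratios over gene and exposure were below control. With each gene averaged over the exposures, 100% of cluster A6 was below control.

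The paper's text lists obsl1a and dio3a among the downregulated genes of the eye. In the values analysed, both were higher in exposed than in control pools, with 18 and 42 reads against 0 and 2. The paper's Supplementary Table S5 also has them higher. Its qRT-PCR on pooled RNA has both lower. Those fold changes at 0.5 and 10 mg/L were 0.734 and 0.289 for dio3a and 0.781 and 0.458 for obsl1a. The paper's p was under 0.05 only for dio3a at 10 mg/L. The paper places the largest number of changed genes at the lowest exposure and the smallest at 1 mg/L. With limma, the largest number was 1, at 2 and 10 mg/L, and at an unadjusted p under 0.05 the order was 430 at 0.5 mg/L, 336 at 2 mg/L, 292 at 10 mg/L and 275 at 1 mg/L. The paper's text counts 9465 genes, and the values analysed list 9368. The paper counts 9 of the qRT-PCR genes as correlated. In the ratios computed here, gpn1 also went in the opposite direction at 10 mg/L, with 8 control reads and 24 exposed reads. The p that the paper gives for its qRT-PCR of gpn1 at 10 mg/L is 0.135, so that direction is not resolved.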

Other observations

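In this part, the tests of the limma counts against other splits of the pools, of the zeros among upregulated genes and of the reads behind the qRT-PCR genes, and the exact permutations over 969 splits, were chosen only after the result was seen. The predictions of the other tests were written before their own results were seen, with the expression values at hand.

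The limma counts were set beside those of other splits of the same pools. A count of 0 is reached by every split, so the comparison is informative only where the real count is above 0. Among the 35 splits of the 7 pools into 4 and 3, the real split included, 35 gave as many limma calls at 0.5 mg/L and 35 at 1 mg/L, where the real count is 0, with 6 at 2 mg/L and 9 at 10 mg/L. For genes at an unadjusted p under 0.05, the numbers were 8, 25, 15 and 21 of 35 splits. Only 8 of the splits part the replicate letters as the real one does; among these, 8, 8, 2 and 2 gave as many calls. Among 100 regroupings of the 19 pools, 55 gave as many genes in at least 1 exposure, 100 in all 4 exposures and 100 in the exposed pools combined, where the real counts are 2, 0 and 0. For the 330 genes at an unadjusted p under 0.05 in the exposed pools combined, 45 of 100 gave as many. Among 100 regroupings of the 16 exposed pools, 100 gave as many genes that differ among the exposures (real count 0) and 64 gave as many as the 305 at an unadjusted p under 0.05.

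The statistic of noiseqbio, which combines the log ratio and the difference of 2 group means, ordered the genes almost as the paper's calls do. The smallest value among the paper's calls was taken for each direction and exposure; this limit was found from the paper's own calls on the same data. At 0.5, 1, 2 and 10 mg/L, 617, 514, 518 and 591 genes lay past it. Of the 35 splits of the pools, 8, 12, 13 and 15 had as many genes past the limit, and the other splits ranged from 303 to 1049, 305 to 1590, 277 to 676 and 391 to 964 genes. At this limit, the number of genes past it does not separate the exposures from other divisions of the same pools.

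The genes shared by all exposures were tested for the effect of 1 reference group shared by the 4 comparisons. With the mean limit of the 4 exposures, 42 genes lay past it in the same direction in all comparisons with the control pools. With 3 pools of an exposure as the reference for the other 4 groups, 15 to 107 genes did so, and 4 of the 17 references, the control pools included, gave as many. The number of shared genes may therefore come from the shared reference, and it cannot be told apart from that explanation.

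Zeros replaced by 0.5 reads in libraries of unequal depth are a candidate explanation for part of the upregulated genes. A gene with 0 reads everywhere has a log2 ratio of 0.76, 0.79, 0.63 and 0.72 at 0.5, 1, 2 and 10 mg/L from the replaced zeros alone. Of 1142 upregulated calls of the paper that could be read, 225 (19.7%) had 0 reads in every control pool, against 5 of 856 downregulated calls (0.584%) with 0 reads in every exposed pool. For 10 mg/L only a part of the paper's table was read, and none of its 134 upregulated calls had 0 control reads, so the share cannot be told for that exposure. Over the other 3 exposures the share was 225 of 1008 upregulated calls (22.3%), against 2 of 609 downregulated calls (0.328%). It was 16.4% at 0.5 mg/L, 31.0% at 1 mg/L and 17.0% at 2 mg/L. The shares of 19.7% and 22.3% lie on either side of the limit of 20% set for a large part. Of these 3 exposures, only 1 mg/L lay above the limit by itself. A gene that truly rises from a low level would also have 0 control reads, so the share leaves the explanation open. No call (0) had 0 reads in all 7 pools compared, so the replaced zeros alone made none of the calls.

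The fall of the photoreceptor genes was weighed against 4 technical explanations. Among 100 regroupings of the 19 pools, 1, the real one, gave a mean log2 fold change as large (0.36 in size), while among all 969 splits into 16 and 3 pools, 24 did, the real one included (exact permutation p = 0.0248). With the depth of the libraries as a covariate the mean was -0.38, with the libraries rescaled to CPM in place of the authors' scaling it was -0.40, and without the 8 tested genes that the paper finds in all exposures it was -0.32. The other genes that the paper calls from these data were not removed, so its choice of genes was tested only in part. Less eye tissue or a slower eye development in general was weighed with the lens crystallins, on the untested assumption that they would fall with it. The 37 lens crystallin genes had a mean log2 fold change of 0.078, with 16 below 0 and a camera p under 0.05. Camera compares a set with the other genes, and no test with the pool as the unit was run on the crystallins. Whether they are a flat reference is therefore open. A fall of photoreceptor expression with exposure remains as a hypothesis, found and tested on the same data. It rests on 3 control pools, from 4.84 to 5.35, which all lie within the range of the exposed pools, from 4.55 to 5.39. Contamination, the sorting of pools into sequencing batches and the outlying control pool were not tested. The exact p is not adjusted for the other gene sets tested in this way.

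The rise of the ribosomal protein genes was 0.17 with the depth as a covariate, 0.12 with the libraries rescaled to CPM and 0.14 without the 6 tested genes that the paper finds in all exposures, the other genes it calls being kept. Without control pool b it was 0.06. Of 100 regroupings drawn at random, 8 gave a mean as large, and of all 969 splits into 16 and 3 pools, 39 did (exact permutation p = 0.0402). For the heart genes, 21 of the 100 regroupings and 191 of the 969 splits gave a mean log2 fold change as large.

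Few reads in the control pools are a candidate explanation for genes raised in sequencing and lowered in the paper's qRT-PCR. The genes with opposite directions, dio3a, obsl1a and gpn1, had at most 8 reads in the 3 control pools together. In their opposite pairs, the paper's p for the qRT-PCR, which was run on pooled RNA, was under 0.05 only for dio3a at 10 mg/L. The genes raised in both assays, fbxl22, traf4b and ugt5d1, had few reads as well, so few reads do not by themselves give opposite directions.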
